# Potential compensatory mechanisms preserving cardiac function in myotubular myopathy

**DOI:** 10.1007/s00018-024-05512-9

**Published:** 2024-12-03

**Authors:** Alix Simon, Nadège Diedhiou, David Reiss, Marie Goret, Erwan Grandgirard, Jocelyn Laporte

**Keywords:** Centronuclear myopathy, Myotubularin, Dynamin, Phosphoinositides, Omics, Integrin

## Abstract

X-Linked myotubular myopathy (XLMTM) is characterized by severe skeletal muscle weakness and reduced life expectancy. The pathomechanism and the impact of non-muscular defects affecting survival, such as liver dysfunction, are poorly understood. Here, we investigated organ-specific effects of XLMTM using the *Mtm1*^−/y^ mouse model. We performed RNA-sequencing to identify a common mechanism in different skeletal muscles, and to explore potential phenotypes and compensatory mechanisms in the heart and the liver. The cardiac and hepatic function and structural integrity were assessed both in vivo and in vitro. Our findings revealed no defects in liver function or morphology. A disease signature common to several skeletal muscles highlighted dysregulation of muscle development, inflammation, cell adhesion and oxidative phosphorylation as key pathomechanisms. The heart displayed only mild functional alterations without obvious structural defects. Transcriptomic analyses revealed an opposite dysregulation of mitochondrial function, cell adhesion and beta integrin trafficking pathways in cardiac muscle compared to skeletal muscles. Despite this dysregulation, biochemical and cellular experiments demonstrated that these pathways were strongly affected in skeletal muscle and normal in cardiac muscle. Moreover, biomarkers reflecting the molecular activity of MTM1, such as PtdIns3*P* and dynamin 2 levels, were increased in the skeletal muscles but not in cardiac muscle. Overall, these data suggest a compensatory mechanism preserving cardiac function, pointing to potential therapeutic targets to cure the severe skeletal muscle defects in XLMTM.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05512-9.

## Introduction

X-Linked Centronuclear Myopathy (XLMTM), also called myotubular myopathy (MIM#310400), is associated with very severe muscle weakness and reduced life expectancy. XLMTM is caused by a loss-of-function of *MTM1*, a gene located on the X chromosome. *MTM1* is ubiquitously expressed in humans and mice with no obvious tissue-specific splice isoforms [1], and codes for the lipid phosphatase myotubularin that dephosphorylates phosphatidylinositol 3-phosphate (PtdIns3*P*). Myotubularin regulates membrane structures such as triads in skeletal muscle, membrane trafficking and integrin recycling [2–4]. Patients with XLMTM display generalized muscle weakness and hypotrophy, and hypotonia at birth. More than half of patients die by two years of age [5, 6]. They also experience severe respiratory failure and most require ventilator assistance. Their muscle phenotype is linked to specific histological hallmarks such as centralization of nuclei and other organelles including mitochondria, and hypotrophic myofibers with type I (slow) predominance [7, 8]. Female heterozygous carriers may develop similar albeit usually milder symptoms compatible with normal lifespan [9–11].

The implication of non-muscle phenotypes in the disease and survival remains unclear. However, several non-muscle phenotypes were associated to XLMTM, in particular in long-term survivors [12]. Female carriers often display skeletal asymmetries while male patients have an elongated face and are taller than normal at birth [9, 10, 13]. Liver dysfunction is recently becoming a concern for XLMTM patients, as several patients died after hepatic peliosis (liver hemorrhage) [12, 14, 15] while others display hypertransaminemia, hyperbilirubinemia and intrahepatic cholestasis [16, 17]. Moreover, a recent gene therapy clinical trial using adeno-associated viral (AAV) transduction of MTM1 in XLMTM males was halted due to hepatic failure leading to the death of 4 patients. It is thus possible that AAV-MTM1 injection exacerbated an underlying hepatic defect [18]. While no study of the liver function has been performed in the *Mtm1*^*−/y*^ mouse, hepatic defects were shown recently in the zebrafish *mtm* model [19]. Concerning cardiac muscle, there were no consistent phenotypes reported so far in XLMTM patients or carriers, with only 10–15% of patients presenting conduction or heart rhythm abnormalities in a prospective international natural history study [20]. In XLMTM dogs, cardiac echography revealed abnormalities in diastolic function, with no histological defects [21].

To study this disease, a murine model based on the knock-out of *Mtm1* was created. *Mtm1*^−/y^ mice faithfully replicate the phenotypes of patients, as they develop a severe muscle weakness and hypotrophy from 2 to 3 weeks which leads to death by about 8 weeks, and the typical histopathological hallmarks can be observed [22]. Transcriptomic studies of the *Mtm1*^−/y^ murine model have previously been performed on single muscles [23–25]. They have led to the identification of differentially expressed genes and key altered pathways such as muscle contraction, regeneration, and inflammation. However, the molecular characterization of only one skeletal muscle limits our understanding of the disease. Thus, the pathological mechanisms remain poorly understood in skeletal muscle and the potential non-muscle defects are yet to be characterized. Tackling these bottlenecks is of importance to identify therapeutic targets as there is no treatment to date.

This study aims to investigate organ-specific effects of XLMTM. We performed RNA-sequencing on previously uncharacterized skeletal muscles such as gastrocnemius and diaphragm from wild-type (WT) and *Mtm1*^−/y^ mice to better define a common pathological alteration common to different muscles. Heart and liver were similarly studied by RNA-seq and the cardiac and hepatic functions were studied with in vivo functional phenotyping, histology, electron microscopy, immunofluorescence labeling, and biochemical assays. We identified a common disease signature across skeletal muscles, and an opposite pattern of dysregulation in the heart suggesting a compensatory mechanism.

## Materials and methods

### Animals

The *Mtm1* knock-out mouse model (*Mtm1*^−/y^) and the wild-type (WT) littermates bred on a pure 129Pas background were used for experiments. The *Mtm1*^−/y^ mouse line was generated and identified through PCR genotyping from mouse tail DNA as previously described [22]. Mice were placed in ventilated cages with free access to food and water in temperature-controlled rooms with 12 h daylight/dark cycles.

### Sample collection and histology

All mice analyzed in this study were male as the *Mtm1* gene is on the X chromosome and the disease is recessive. Heart, liver, diaphragm, and gastrocnemius were dissected and snap-frozen in liquid nitrogen at 5 weeks for RNA-seq. For western blotting and/or ELISA assay, heart, liver, diaphragm, gastrocnemius and tibialis anterior (TA) samples were dissected at 7 weeks and snap-frozen in liquid nitrogen. For haematoxylin and eosin (H&E) histology analysis, samples were collected at 7 weeks for the *Mtm1*^−/y^ and WT males, at 8 months for *Mtm1*^+/−^ and WT females. Then, they were frozen in liquid nitrogen-cooled isopentane and stored at −80 °C. Transversal cryosections (8 μm) were prepared and stained and were observed using the Hamamatsu 322 NanoZoomer 2HT slide-scanner. Blood was collected in heparin-coated tubes and plasma was stored at −80 °C.

### RNA extraction and RNA-sequencing

RNA was extracted from whole heart, liver, diaphragm and gastrocnemius samples using TRI Reagent (Molecular Research Center, Cincinnati, OH, USA), and precipitated in a mix of sodium acetate (0.1 vol) and ethanol (2.5 vol). RNA-Seq libraries were generated from 350 ng of total RNA using TruSeq Stranded mRNA Library Prep Kit and TruSeq RNA Single Indexes kits A and B (Illumina, San Diego, CA), according to manufacturer’s instructions. cDNA libraries were checked for quality and quantified using capillary electrophoresis. Sequencing was performed with Illumina HiSeq 4000 as single-end 50-bp reads.

### Transcriptome analysis

For heart, liver, diaphragm and gastrocnemius samples, reads were preprocessed in order to remove adapter, polyA and low-quality sequences (Phred quality score below 20). After this preprocessing, reads shorter than 40 bases were discarded from further analysis. These preprocessing steps were performed using cutadapt version 1.10 [26]. Reads were mapped onto the mm10 assembly of Mus musculus genome using STAR version 2.5.3a [27]. Gene expression quantification was performed from uniquely aligned reads using htseq-count version 0.6.1p1 [28], with annotations from Ensembl version 96 and “union” mode. Only non-ambiguously assigned reads have been retained for further analyses. For tibialis anterior samples, openly available gene expression quantification data from a previous study were downloaded from NCBI GEO: GSE160084 [23]. To compare our results with transcriptomic datasets obtained from C57BL/6J *Mtm1*^−/y^ mice, tibialis anterior and quadriceps datasets were downloaded from NCBI GEO: GSE207447 [24] and GSE120336 [25], and batch-effect correction was performed with the limma package [29].

The number of samples used for transcriptome analysis was as follows: 3 mice for the WT liver and *Mtm1*^−/y^ diaphragm samples, 5 mice for *Mtm1*^−/y^ tibialis anterior at 2 and 7 weeks and WT tibialis anterior samples at 7 weeks, 4 mice for all other groups. Count tables were analyzed in the open-source RStudio environment for R (4.1.0). The DESeq2 package (version 1.34.0) [30] was used to normalize, fit, and compare the data between groups. Cutoff values for differentially expressed gene determination were as follows: Benjamini-Hochberg adjusted *P* value < 0.05 and absolute value of log2FC > 1.

### Electron microscopy

The samples were fixed by immersion in 2.5% glutaraldehyde and 2.5% paraformaldehyde in cacodylate buffer (0.1 M, pH 7.4), and washed in cacodylate buffer for further 30 min. The samples were postfixed in 1% osmium tetroxide in 0.1 M cacodylate buffer for 1 h at 4 °C and dehydrated through graded alcohol (50, 70, 90 and 100%) and propylene oxide for 30 min each. Samples were oriented and embedded in Epon 812. Semithin sections were cut at 2 μm and ultrathin sections were cut at 70 nm (Leica Ultracut UCT) and contrasted with uranyl acetate and lead citrate and examined at 70 kV with a Morgagni 268D electron microscope (FEI Electron Optics) equipped with a Mega View III camera (Soft Imaging System) or with a Philips CM12 electron microscope equipped with a Gatan OneView Camera (Gatan).

### Non-invasive blood pressure (NIBP)

Systolic blood pressure and heart rate were determined in conscious mice with the tail-cuff method using the BP-2000 Blood Pressure Analysis System (Visitech Systems).

### Electrocardiography

To record the ECG, mice were anaesthetized with 1–2% of isoflurane in 700 ml O_2_/minute via facemask (following induction in a chamber containing 5% isoflurane). Rectal temperature was continuously monitored and maintained within 37–38 °C using a heat pad and heat lamp. The lead II ECG was recorded from needle electrodes inserted subcutaneously into the right forelimb and into each hindlimb. The signal was acquired for up to 120s using Chart 4.2.3 software, an electrocardiograph ISO DAM8 amplifier (World Precision Instruments, USA) and analogic-numeric conversion box (ITF16A/D converter, EMKA technologies, USA). For each cardiac cycle, the P, Q, R, S and T peaks were defined and used to derive the parameters shown in Table 1.

**Table 1:** Non-invasive blood pressure data

	WT	Mtm1^−/y^	*P* value	Significance
Heart rate (bpm)	620 ± 10	585 ± 23	0.19	ns
Systolic blood pressure (mmHg)	108 ± 3	113 ± 4	0.27	ns

Values are mean ± SEM. *n* = 8 mice in each group. ns: not statistically significant (*P* value > 0.05)

### Echocardiography

Transthoracic Echocardiographic images were captured using a VisualSonics Vevo 2100 Imaging System (Toronto, Canada) with a MS400 probe (30-MHz). The echographers allow M-mode, B-mode, and Doppler imaging with ECG and respiratory gating of all images. The thorax was treated by mechanic shaving and hypoallergenic cream hair remover (NairT^M^) to optimize the acoustic interface. Mice were anesthetized using 1–2% isoflurane in oxygen and positioned supine on the heating pad of the Vevo system, which maintains normo thermia by continuous monitoring of the rectal temperature. Prewarmed ultrasound gel was applied on the thorax. The VisualSonics rail system was used to fix the probe, avoiding any compression of the thorax. The cardiac morphology and ventricular systolic function were acquired by M-mode tracings of the left ventricle (LV) using the short-axis view, with the ultrasound beam perpendicular to the LV at the midpapillary level to determine ejection fraction (EF), fractional shortening (FS), wall thickness, LV inner diameter (LVID), and LV mass (LVM = 1.055x [(EDD + SW + PW)^3^-EDD^3^)]). Aortic dimensions were determined using B-mode imaging in the parasternal long-axis views. Pulmonary and aortic artery velocity and pressures were evaluated using color Doppler imaging in pulmonary artery and aortic arch to detect intra-cardiac pressures changes (aortic valve and right ventricle (RV) function). Stroke volume (SV) and cardiac output (CO) were calculated. Diastolic function was assessed by color Doppler mode from the apical 4 chamber view for mitral valve (MV) and tricuspid valve (TV) to detect left and right diastolic filling patterns. The MV measurements performed were the following: MV early wave peak (MVE), MV atrial wave peak (MVA), aortic ejection time (AET), isovolumic relaxation time (IVRT), isovolumic contraction time (IVCT). The TV measurements included TV early wave peak (TVE) and TV atrial wave peak (TVA). The TV velocity time integral (VTI) and TVE/A ratio were calculated. Images were captured on cine loops at the time of the study, and measurements were done off-line using Vevo Lab analysis software (version 3.3.5). The statistical analysis was obtained by Graph Pad (version 8.0.3).

### Blood chemistry

Blood chemistry was performed on an OLYMPUS AU-480 automated laboratory work station (Beckmann Coulter, US) with kits and controls supplied by Beckmann Coulter.

### Tissue immunolabeling

TA muscles and hearts were frozen in liquid nitrogen-cooled isopentane and stored at -80 °C for β1-integrin staining. Transversal cryosections (8 μm) were prepared. Livers were fixed in paraformaldehyde (PFA) and embedded in paraffin. Paraffin Sect. (5 μm) were prepared. TA muscle and heart cryosections were thaw and washed three times in PBS. Liver sections were treated for deparaffinization with xylene, washed with ethanol and hydrated in a series of graded alcohols until water was used. The sections were permeabilized with 0.2% PBS-Triton X-100 for 10 min and saturated with 5% BSA in 0.1% PBS-Triton X-100 for 1 h. Antibodies were diluted in 0.1% PBS-Triton X-100 5% BSA and incubation was performed at room temperature for 1h30min for the primaries and 1 h for the secondaries. Primary antibodies were rat anti-integrin β1 MAB1997 (Millipore) 1:100, BSEP polyclonal PA5-78690 (Invitrogen) 1 µg/ml, mouse monoclonal embryonic myosin-3 (BF-45, DHSB) 1:200, and rabbit polyclonal laminin gamma 3 antibody (ab11575) 1:200. Secondary antibodies were respectively Alexa-Fluor 488 goat anti-rat IgG, Alexa-Fluor 488 goat anti-rabbit IgG, Alexa-Fluor 488 donkey anti-mouse IgG, and Alexa-Fluor 594 donkey anti-rabbit IgG (Invitrogen). Images were acquired using the Leica DM 4000 B upright motorized microscope or Zeiss Axio Observer Z1. Quantification of fibers with integrin β1 abnormal localization was done manually and over 300 fibers were counted per sample. Quantification of embryonic myosin and laminin signal intensity was performed automatically with custom ImageJ macros (see below).

### DHE ROS staining

TA muscles, gastrocnemius and hearts were frozen in liquid nitrogen-cooled isopentane and stored at -80 °C for DHE staining. Transversal cryosections (8 μm) were prepared. Cryosections were thawed and washed in PBS. The sections were incubated for 30 min at 37 °C with 2.5 µM Dihydroethidium (DHE) D23107, Invitrogen 1:1000 in phosphate-buffered saline. DHE produces a red fluorescence when oxidized to ethidium bromide by ROS. The sections were washed in PBS and nucleus and membranes were stained for 15 min at room temperature respectively with DAPI and wheat germ agglutinin (WGA). After staining the sections were rinsed, air-dried, mounted in ProLong Gold antifade reagent (P36934, Invitrogen), and the emission signal was recorded within two hours using the Zeiss Axio Observer Z1 microscope. Quantification of ROS signal intensity was performed automatically for all fibers with a custom ImageJ macro (see below).

### Analysis of ROS staining, embryonic myosin and laminin

Image analysis was conducted using custom ImageJ macros. Briefly, fibers were segmented using Cellpose [31], followed by quantification of DHE ROS staining and embryonic myosin signal intensity within each fiber. To assess extracellular matrix thickness, a 2 μm-wide region of interest was defined around each fiber, capturing the pericellular laminin signal. The average laminin signal intensity within this region was calculated for each fiber. As a result, fibers with thinner laminin signal showed lower mean intensity values. The data for all fibers were averaged for each biological replicate.

### RNA extraction and RT-qPCR analysis

Total RNA was isolated from mouse TA, gastrocnemius, diaphragm and heart using TRI Reagent (MRC). cDNA was synthesised from 1 µg of RNA by reverse transcription using Transcriptase inverse Transcriptor (Roche, 03531287001), according to the manufacturer’s protocol. Quantitative RT-PCR analysis was performed with gene-specific primers using the LightCycler 480 SYBR Green I Master (Roche, 04887352001), according to the manufacturer’s protocol. For each sample, the relative abundance of the transcript level of a given gene was calculated by normalization to a housekeeping gene (Rpl27). RT-qPCR primers are provided in Supplementary Dataset S15.

### Protein extraction and western blotting

Heart, diaphragm, TA and gastrocnemius were lysed in RIPA buffer supplemented with 1 mM PMSF, 1 M DTT and complete mini EDTA-free protease inhibitor cocktail (Roche Diagnostic). Protein concentrations were determined with the Pierce BCA Protein Assay Kit (Thermo Fisher scientific). 5x Pierce Lane Marker Non-Reducing Sample Buffer (Thermo Fisher scientific) was added to the samples and denaturation was performed for 5 min at 95 °C. Then 15 µg of protein were separated in 10% SDS-PAGE gel and transferred on nitrocellulose membrane for 7 min at 2.5 A using a Trans-Blot Turbo Transfer System (Bio-Rad). Total protein was determined by Ponceau S staining. Membranes were blocked for 1 h in TBS containing 5% non-fat dry milk and 0.1% Tween20 before incubation 1h30min with primary antibodies diluted in blocking buffer containing 5% milk. Secondary antibodies coupled to a horseradish peroxidase were incubated for 1 h. Primary antibodies used were SOD2 (D9V9C) 13,194 (Cell Signaling) 1:1000, and rabbit polyclonal against DNM2 2865 1:500 previously described [31]. Secondary antibody was goat anti-rabbit (Jackson Immunoresearch) 1:10 000. Nitrocellulose membranes were visualized in Amersham Imager 600 (GE Healthcare Life Sciences). ImageJ was used to quantify bands intensity. Data were normalized to Ponceau red staining and the mean value of control group.

### ELISA assay

PtdIns3*P* levels were determined by using the PI3P Mass ELISA Kit (Catalog #K-3300, Echelon Biosciences, USA) according to the manufacturer’s instructions.

### Data representation and statistical analyses

PCA plots, volcano plots, bar plots, and enrichment analyses results were generated in R-Bioconductor (R 4.1.0) with the ggplot2 package (version 3.4.2) [32]. PCA plots (Figs. 1A and 3A) were generated from the normalized counts of all genes with variance-stabilizing transformation. Hierarchical clustering (Fig. 1B) was performed on Euclidean distance between samples, using Ward’s hierarchical agglomerative clustering method [33]. Venn diagram in Fig. 1D was obtained from the InteractiVenn website (http://www.interactivenn.net). The proportional Venn diagram (Fig. 3C) was created using the eulerr package (version 7.0.0) [34]. Over-representation analysis (Fig. 3D) was performed using the ClusterProfiler package (version 4.2.2) [35], and GO terms with a Benjamini-Hochberg (BH) adjusted *P* value < 0.05 were defined as enriched. Gene set enrichment analyses (GSEA) were performed on signal-to-noise ratio (SNR) ranked genes with the fgsea package (1.20.0) [36] using hallmarks, Reactome pathways, and gene ontology (GO) gene sets downloaded from the Molecular Signature Database (MSigDb) mouse collections [37–40], and gene sets with a BH adjusted *P* value < 0.05 were defined as enriched (Figs. 3E and 5D and Supplementary Figures S1, S3 and S4). The full R code, and data used for the analysis are available on Zenodo: 10.5281/zenodo.14184555. Western blot and ELISA results were analyzed in GraphPad Prism (v9) using a Student’s t-test.

**Fig. 1:**
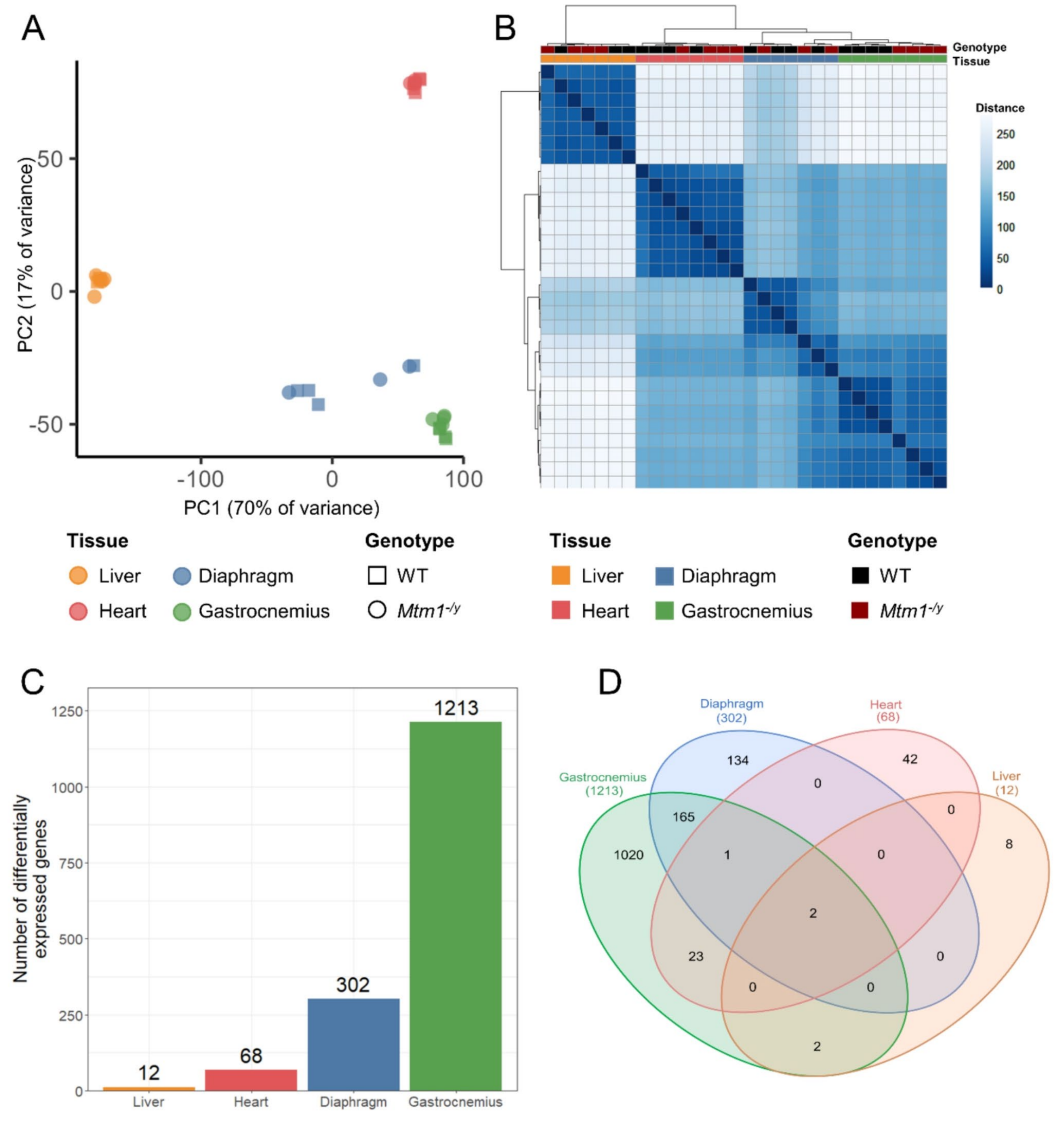
The effect of XLMTM on gene expression is highly organ-specific. Exploratory data analysis and differential gene expression analysis of RNA-seq data of liver, heart, diaphragm and gastrocnemius samples taken from WT and *Mtm1*^−/y^ mice at 5 weeks. **A** Principal component analysis, principal components 1 and 2 are shown. **B** Unsupervised hierarchical clustering based on sample-to-sample similarity. **C** Bar plot showing the number of DEGs between WT and *Mtm1*^−/y^ samples for each tissue. **D** Venn diagram illustrating the number of common and specific DEGs across tissues

**Fig. 2:**
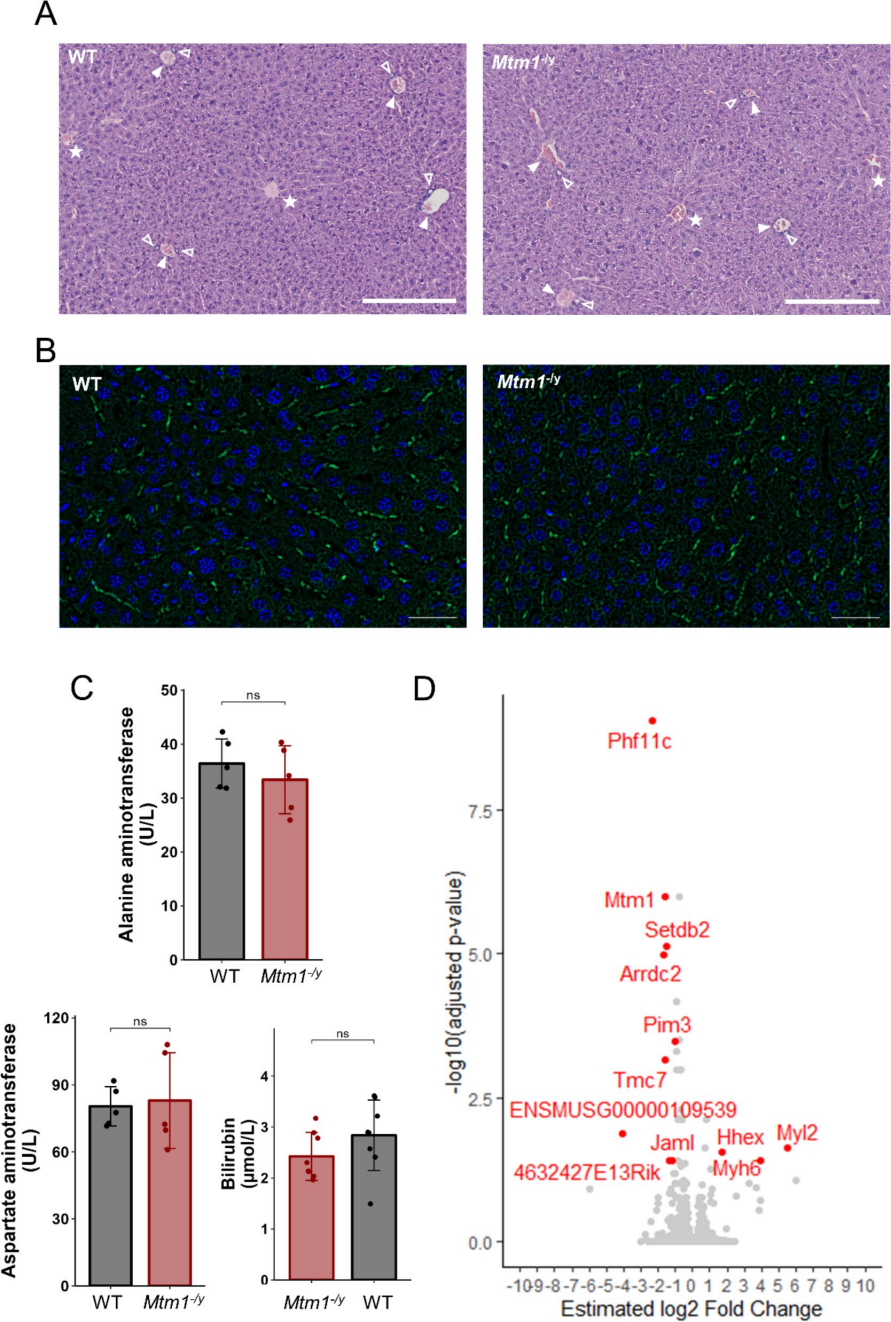
The *Mtm1*^−/y^ mouse model shows no liver defects. **A** Representative liver histology of WT and *Mtm1*^−/y^ mice (H&E). Stars indicate central veins, full arrows indicate portal veins, and empty arrows indicate bile ducts. Scale bars 250 μm. **B** Representative immunofluorescent staining images of BSEP (green) and nuclei (DAPI, blue) in liver of WT and *Mtm1*^−/y^ mice. Scale bars 50 μm. **C** Bar charts showing levels of alanine aminotransferase (top) and aspartate aminotransferase (bottom left) and bilirubin (bottom right) in serum of WT and *Mtm1*^−/y^ mice. Student’s t-test: ns: *P* > 0.05. **D** Volcano plot showing the 12 DEGs in liver

**Fig. 3:**
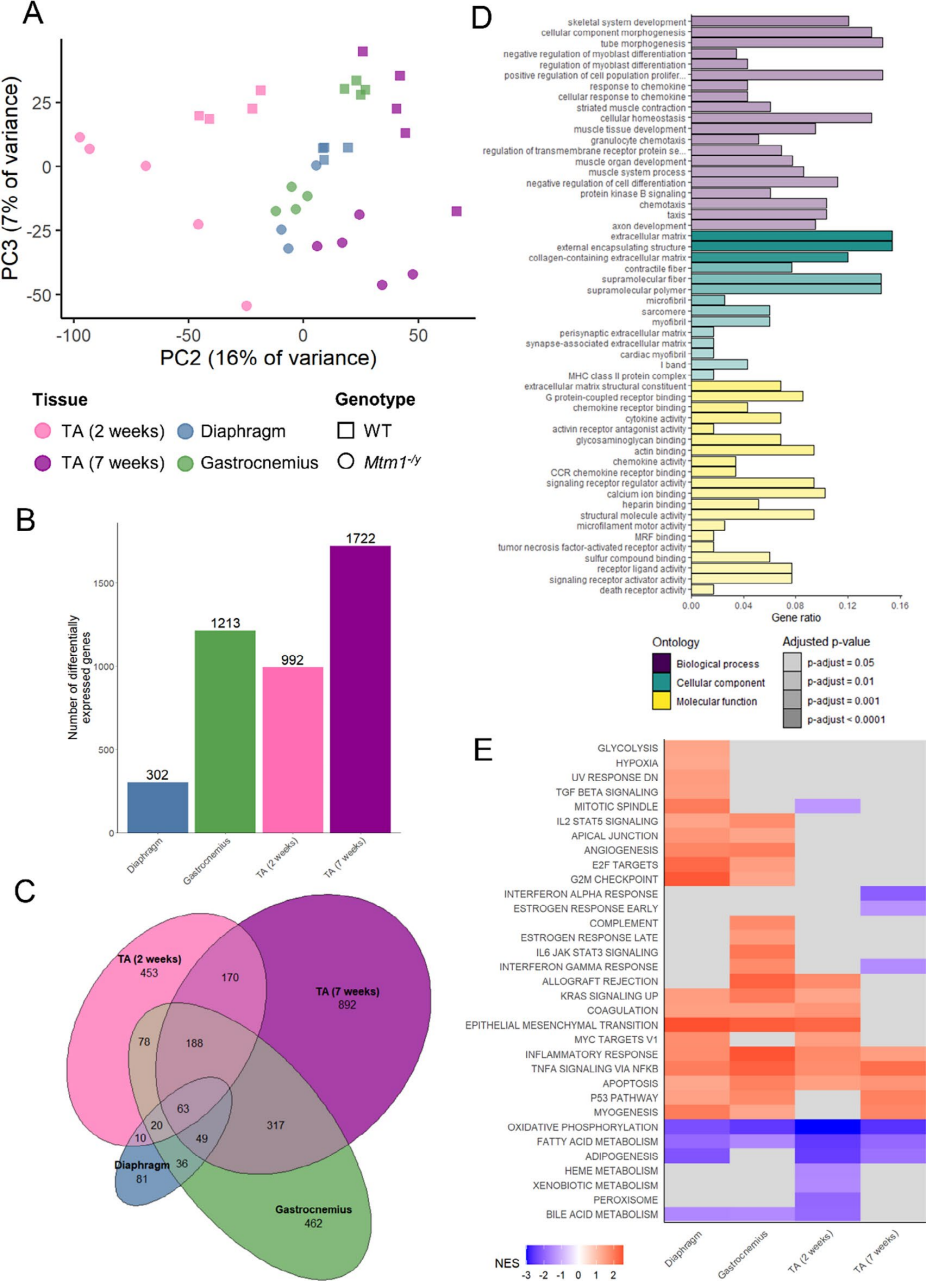
Comparison of 3 skeletal muscles reveals a common disease signature. Exploratory data analysis and differential gene expression analysis of RNA-seq data of several skeletal muscles: diaphragm and gastrocnemius samples (5 weeks) and TA samples (2 and 7 weeks) taken from WT and *Mtm1*^−/y^ mice. **A** Principal component analysis, principal components 2 and 3 are shown. **B** Bar plot showing the number of DEGs between WT and *Mtm1*^−/y^samples for each muscle. **C** Proportional Venn diagram illustrating the number of common and specific DEGs across muscles. **D** Most significant GO terms obtained from over-representation analysis of the 132 DEGs common to all muscles. **E** GSEA results of the “Hallmarks” gene sets obtained from the mouse collection of the Molecular Signature Database in the skeletal muscles. Red and blue respectively indicate statistically significant positive and negative normalized enrichment scores (NES)

## Results

### The effect of XLMTM on gene expression is highly organ-specific

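RNA was sequenced from the gastrocnemius, a fast hindlimb muscle, the diaphragm, the heart and the liver of *Mtm1* -/y mice, which lack the phosphoinositide phosphatase myotubularin, and of WT littermates. The deposited data hold 30 libraries. The gastrocnemius and the heart have 4 WT and 4 *Mtm1* -/y libraries each, the diaphragm has 4 WT and 3 *Mtm1* -/y libraries, and the liver has 3 WT and 4 *Mtm1* -/y libraries. The values are raw read counts for 36103 genes, with 24873817 to 44289343 counts per library, and 84 of the genes had no count in any library. Trimming, alignment to the mouse genome and counting had been done by the authors and are described in the methods. Levels are given here in CPM after TMM normalization, with the SD between libraries. Where plain CPM is written, counts were divided by the library total alone, without the TMM factor. Log2 fold changes compare *Mtm1* -/y with WT within a tissue, with their standard error (SE). Each tissue was tested alone with edgeR's quasi-likelihood test at the thresholds of the paper, and an adjusted p without a tool's name comes from this test. DESeq2 was run on each tissue alone as an alternative, and its results are given by name. Groups of genes come from 55 lists fixed before the data were examined. Their shift was tested with camera at a preset correlation between genes, and the p of a test with an estimated correlation is given beside it. Members of a list are said to rise or fall at an adjusted p under 0.05 from edgeR, without the fold change threshold. By that rule 2173 of the 15456 genes tested in the gastrocnemius rose and 2306 fell. At an adjusted p under 0.05 over the lists, camera with the preset correlation called 34 lists in the gastrocnemius, 32 in the diaphragm, 24 in the heart and 13 in the liver, and fgsea called 19, 24, 15 and 6. With an estimated correlation camera called 0 lists in each tissue after adjustment, and 14, 3, 4 and 4 lists had an unadjusted p under 0.05.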

To assess the impact of XLCNM on gene expression in different muscle and non-muscle tissues, we performed RNA-seq in *Mtm1*^−/y^ mice and their wild-type (WT) littermates at 5 weeks, a time point where *Mtm1*^−/y^ mice display muscle weakness without been moribund. Gene expression was quantified in the heart, the liver, and two skeletal muscles: the gastrocnemius and the diaphragm. Exploratory data analysis revealed that clusters of samples derived from gene expression accurately recapitulated organ identity (Fig. 1A-B). Indeed, three clusters which correspond to skeletal muscles, heart, and liver samples were identified. However, the WT and *Mtm1*^−/y^ samples were not clearly separated within each cluster. 

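The cardiac myosin *Myh6* was at 24882 ± 2914 CPM (SD, n = 4) in WT heart, at 217 ± 109 CPM (SD, n = 4) in WT gastrocnemius and at 0.0853 ± 0.0398 CPM (SD, n = 3) in WT liver. In the heart its level did not differ detectably between the genotypes (log2 fold change −0.01, SE 0.13, adjusted p = 0.98). *Alb*, the serum albumin that hepatocytes make, was at 90620.4 to 104093 plain CPM in the 3 WT livers. In the 4 WT gastrocnemius libraries it was at 15.4 to 56.8 plain CPM. The 7 diaphragm libraries spanned 284 to 31876 plain CPM of *Alb*. In Ward clustering of variance-stabilized counts of all genes, the skeletal muscle, heart and liver libraries formed 3 clusters and 0 libraries fell outside the cluster of their organ. With the 500 most variable genes the heart had no cluster of its own, since the 8 heart libraries fell into 1 cluster with the 8 gastrocnemius and 3 of the diaphragm libraries, and the other 4 diaphragm libraries formed another. The first principal component (PC) of all 30 libraries held 62.0% of the variance and the second 16.8%.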

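Myotubularin-deficient gastrocnemius stood apart from WT at the level of single genes as well as in a PC. The largest fall among its abundant genes was that of *Ighm*, the heavy chain of immunoglobulin M (68.6 ± 9.98 CPM in WT and 6.13 ± 1.48 CPM in *Mtm1* -/y, SD, n = 4 each; log2 fold change −3.48, SE 0.17, adjusted p = 2.1e-05). Among the genes tested, 30.7% had *Mtm1* -/y libraries that did not overlap the WT libraries, where chance gives 2.86% for 4 libraries against 4. In the diaphragm this share was 9.97% (chance 5.71%), in the heart 4.26% (chance 2.86%) and in the liver 6.09% (chance 5.71%). When the gastrocnemius libraries were analysed alone, PC1 (47.0% of the variance) separated the genotypes without overlap (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow, and p = 0.2 after adjustment over its 7 PCs).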

When considering all organs together, genotype separation only appeared in the gastrocnemius samples.

To evaluate the tissue-specific differences between WT and *Mtm1*^−/y^ mice, we performed differential expression analysis (Fig. 1C). The threshold used to define differentially expressed genes (DEGs) was set at absolute log2-fold change > 1 and adjusted *P* value < 0.05. Gastrocnemius was the tissue with most dysregulation (1213 DEGs), followed by diaphragm (302 DEGs). 

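In the gastrocnemius 748 genes rose and 276 fell in *Mtm1* -/y mice, among 15456 tested. Among the largest rises were *Krt18*, a keratin of simple epithelia (0.239 ± 0.0401 CPM in WT and 15.3 ± 7.92 CPM in *Mtm1* -/y, SD, n = 4 each; log2 fold change 5.97, SE 0.42, adjusted p = 4.3e-05), and *Ankrd1*, a stretch-responsive protein of the sarcomere (3.77 ± 2.12 and 86.8 ± 29.7 CPM; log2 fold change 4.52, SE 0.38, adjusted p = 9.5e-05). Sarcolipin, *Sln*, which inhibits the calcium pump of the sarcoplasmic reticulum, rose from 12.7 ± 5.72 to 271 ± 134 CPM (log2 fold change 4.42, SE 0.48, adjusted p = 0.00032). *Amd1*, which encodes an enzyme of polyamine synthesis, fell from 168 ± 33.2 to 18.3 ± 3.03 CPM (log2 fold change −3.20, SE 0.17, adjusted p = 2.3e-05). Of 27 acetylcholine receptor and denervation-responsive genes, 19 rose and 1 fell, the same numbers when adjusted over the list alone (median log2 fold change 1.10, camera adjusted p = 1.2e-11, p = 0.047 with an estimated correlation). They include the transcription factor *Runx1* (2.22 to 29.6 CPM) and the adhesion molecule *Ncam1* (13.4 to 45.7 CPM). Of 18 fast-fibre genes 14 fell and 2 rose, or 15 and 2 adjusted over the list alone (median −0.75, camera adjusted p = 9.6e-10, p = 0.050 with an estimated correlation). The fast-fibre actinin *Actn3* was among those that fell, with a log2 fold change of −0.92 (SE 0.11). Of 30 genes of the triad and of excitation-contraction coupling, the machinery that links the membrane to calcium release, 18 fell and 3 rose, or 18 and 4 adjusted over the list alone (median −0.39, camera adjusted p = 0.00016, p = 0.16 with an estimated correlation). Markers of other cells moved beside these groups. Of 21 white adipocyte markers 11 rose and 1 fell, or 13 and 3 adjusted over the list alone (median 1.07, camera adjusted p = 0.0040, p = 0.35 with an estimated correlation), and of 31 hepatocyte markers 6 fell and 1 rose, or 9 and 1 adjusted over the list alone (median −1.82, camera adjusted p = 1.6e-05, p = 0.33 with an estimated correlation). With the score of the white adipocyte markers as a covariate, 253 genes passed in the gastrocnemius. That score separated the genotypes without overlap (exact permutation test, two-sided, p = 0.0286). The lower count therefore cannot tell the share of fat from the genotype. DESeq2 called 893 genes higher and 324 lower in this muscle.
In the diaphragm *Mtm1* and the predicted gene *Gm11512* fell, and no other of 16796 genes passed edgeR's test, while 1806 genes had an unadjusted p under 0.05 where chance gives 840. *Gm11512* fell from 1.87 ± 0.269 CPM (SD, n = 4) to 0.0981 ± 0.0116 CPM (SD, n = 3), a log2 fold change of −4.18 (SE 0.26, adjusted p = 0.013). DESeq2 called 241 genes higher and 60 lower in the diaphragm. Without *Mtm1* -/y diaphragm 2, edgeR called 140 genes, and without WT 1, WT 2, *Mtm1* -/y 1 or *Mtm1* -/y 4 neither *Mtm1* nor *Gm11512* passed. DESeq2 called 962 genes without *Mtm1* -/y 2, 177 without WT 2, 190 without WT 4, 164 without *Mtm1* -/y 1 and 160 without *Mtm1* -/y 4.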

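In *Mtm1* -/y heart *Mtm1* was the 1 gene of 15238 tested that passed edgeR's test. DESeq2 called 15 heart genes higher and 53 lower, of which 13 are markers of white adipocytes, which store fat. *Plin1*, the coat protein of their lipid droplets, was at 13.4 ± 7.88 CPM in WT and 1.57 ± 0.56 CPM in *Mtm1* -/y heart (SD, n = 4 each; log2 fold change −3.08, SE 0.50, adjusted p = 0.55 from edgeR and 3.1e-08 from DESeq2). It was chosen after its values were seen. In *Mtm1* -/y liver edgeR called 0 genes of 14305, and DESeq2 called 3 higher and 9 lower. At an unadjusted p under 0.05 there were 1353 genes in the heart, where chance gives 762, and 606 in the liver, where chance gives 715. Single libraries moved these counts. In the heart edgeR called 19 genes without WT 1, 10 without WT 2 and 2 without WT 3, and DESeq2 called 261 without WT 2, 193 without *Mtm1* -/y 2, 36 without WT 3, 31 without WT 4, 29 without *Mtm1* -/y 1, 33 without *Mtm1* -/y 3 and 36 without *Mtm1* -/y 4. In the liver edgeR called 8 without *Mtm1* -/y 1 and 2 without WT 1, and DESeq2 called 105 without *Mtm1* -/y 1 and 7 without WT 1 or WT 2.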

Gene expression was less affected in heart (68 DEGs) and liver (12 DEGs). Among these dysregulated genes, only two were common to all tissues: *Mtm1* and *Arrdc2*, which were both down-regulated (Fig. 1D, Supplementary Datasets S1-4). 

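In each of the 4 tissues the level of *Mtm1* and that of *Arrdc2*, which encodes an alpha-arrestin, was lower in every *Mtm1* -/y library than in every WT library. DESeq2 called these 2 genes and no other in all 4 tissues. By edgeR 0 genes passed in all 4 tissues, and at an unadjusted p under 0.05 and the same fold change threshold 2 genes did, again *Mtm1* and *Arrdc2*.

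**Figure D1:**
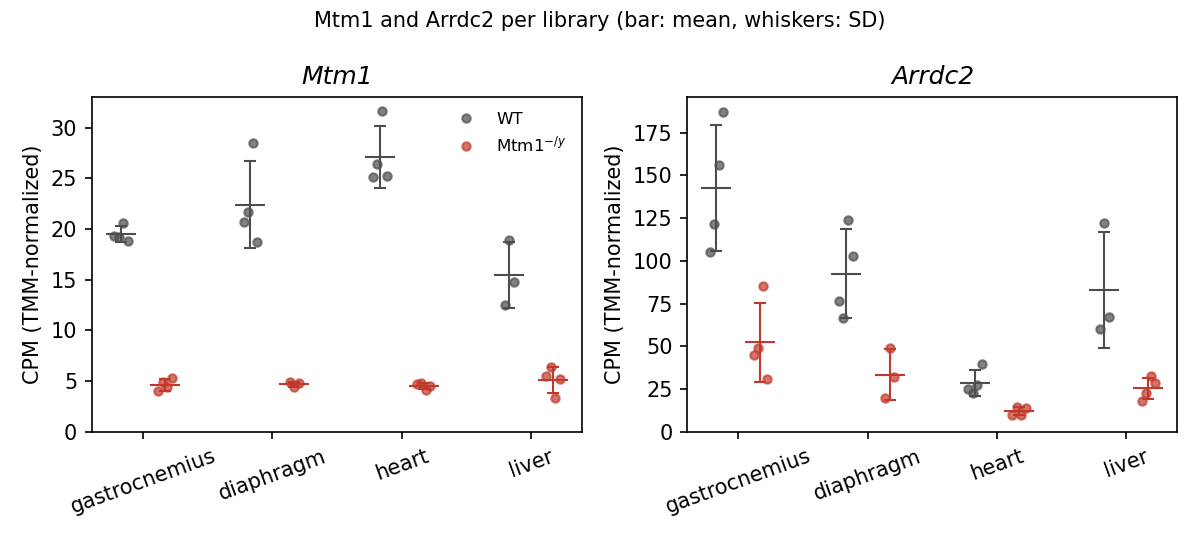
Levels of *Mtm1* and *Arrdc2* in TMM-normalized CPM in the gastrocnemius, diaphragm, heart and liver, with each point a WT or *Mtm1* -/y library, bars at the means and whiskers of 1 SD. The *Mtm1* -/y libraries lie between 3.37 and 6.39 CPM of *Mtm1* and the WT libraries between 12.5 and 31.7 CPM.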

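*Mtm1*, the gene of myotubularin, lies on chromosome X of mm10 from 71210767 to 71315691. Its level fell from 19.5 ± 0.79 CPM (SD, n = 4) in WT to 4.65 ± 0.58 CPM (SD, n = 4) in *Mtm1* -/y gastrocnemius, a log2 fold change of −2.07 (SE 0.10, adjusted p = 2.1e-05). In the heart it fell from 27.1 ± 3.09 to 4.51 ± 0.33 CPM (SD, n = 4 each; log2 fold change −2.59, SE 0.11, adjusted p = 2.6e-05). In the diaphragm it fell from 22.4 ± 4.26 CPM (SD, n = 4) to 4.68 ± 0.25 CPM (SD, n = 3), a log2 fold change of −2.26 (SE 0.17, adjusted p = 0.027), a call that was lost without WT 1 or *Mtm1* -/y 1 (log2 fold change −2.29) and without WT 2 or *Mtm1* -/y 4 (−2.26). In the liver it was at 15.4 ± 3.25 CPM (SD, n = 3) in WT and 5.10 ± 1.26 CPM (SD, n = 4) in *Mtm1* -/y (log2 fold change −1.60, SE 0.23, adjusted p = 0.37 from edgeR and 1.2e-06 from DESeq2).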

The observed downregulation of *Mtm1* in all tissues validated the methodology. 

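*Arrdc2* lies on chromosome 8 of mm10 from 70835129 to 70839720 and encodes an arrestin-domain protein that links membrane receptors to their degradation. In the gastrocnemius its level fell from 143 ± 36.6 CPM in WT to 52.4 ± 23.3 CPM in *Mtm1* -/y (SD, n = 4 each; SE of the log2 fold change 0.29, adjusted p = 0.0052). In the diaphragm it was at 92.5 ± 25.9 CPM (SD, n = 4) in WT and 33.4 ± 14.7 CPM (SD, n = 3) in *Mtm1* -/y, with an SE of 0.36 and an adjusted p of 0.28 from edgeR and 0.0028 from DESeq2. Levels in the heart were 28.7 ± 7.51 CPM in WT and 12.0 ± 2.49 CPM in *Mtm1* -/y (SD, n = 4 each; SE 0.20, adjusted p = 0.35 from edgeR and 1.3e-05 from DESeq2), and the heart's log2 fold change was −0.64 with the white adipocyte score as a covariate and −0.84 with the atrial score. The call in the gastrocnemius was lost with the white adipocyte score as a covariate (log2 fold change −1.81), a score that separates the genotypes there and in the heart. Levels in the liver were 83.0 ± 34.0 CPM (SD, n = 3) in WT and 25.4 ± 6.26 CPM (SD, n = 4) in *Mtm1* -/y, with an SE of 0.28 and an adjusted p of 0.49 from edgeR and 8.9e-06 from DESeq2. edgeR's log2 fold changes were −1.45 in the gastrocnemius, −1.47 in the diaphragm, −1.25 in the heart and −1.71 in the liver.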

The downregulation of *Arrdc2* ranged from a log2FC of -1.25 in the heart to -1.70 in the liver, with a log2FC of -1.45 and − 1.46 in the gastrocnemius and the diaphragm. *Arrdc2* is a mechanosensitive gene, which is downregulated during anabolic stimuli and upregulated during catabolic stimuli in skeletal muscle, its induction leading to thinner myotubes [41, 42]. However, its function in liver and heart is unknown. No dysregulation of *Dnm2* was observed, similarly to previous studies in TA [43]. 

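Dynamin 2, the GTPase encoded by *Dnm2* on chromosome 9 of mm10 from 21424908 to 21507759, pinches vesicles off membranes. Its transcript was at 57.9 ± 4.25 CPM in WT and 62.7 ± 4.59 CPM in *Mtm1* -/y gastrocnemius (SD, n = 4 each; log2 fold change 0.11, SE 0.08, adjusted p = 0.29). The log2 fold change was 0.08 in the diaphragm (SE 0.10, adjusted p = 0.88), 0.03 in the heart (SE 0.06, adjusted p = 0.83) and −0.01 in the liver (SE 0.10, adjusted p = 0.99).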

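The homeobox gene *Hhex*, which acts in liver and blood vessel formation, was higher in *Mtm1* -/y liver (24.4 ± 11.0 CPM in WT, SD, n = 3, and 79.4 ± 34.4 CPM in *Mtm1* -/y, SD, n = 4; log2 fold change 1.70, SE 0.46, DESeq2 adjusted p = 0.026 and edgeR adjusted p = 0.97). In the gastrocnemius *Hhex* rose from 0.981 to 2.18 CPM (log2 fold change 1.15, SE 0.33, adjusted p = 0.025). *Tmc7*, a transmembrane channel-like gene, was lower in *Mtm1* -/y liver (11.1 ± 3.85 and 3.74 ± 0.90 CPM; log2 fold change −1.57, SE 0.29, DESeq2 adjusted p = 0.00066 and edgeR adjusted p = 0.50) and fell in the gastrocnemius (log2 fold change −1.17, SE 0.19, adjusted p = 0.0021). By DESeq2 the liver and the gastrocnemius shared 1 higher gene, where independent calls would give 0.121, and 3 lower genes, where they would give 0.105. The liver shared 2 lower genes with the diaphragm (0.0133 by chance) and 2 with the heart (0.0149 by chance).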

Apart from these two genes, the liver had no dysregulated genes in common with heart or diaphragm, and only two additional dysregulated genes in common with the gastrocnemius. Similarly, the heart had few dysregulated genes in common with the skeletal muscles (gastrocnemius and diaphragm). On the other hand, skeletal muscles share 168 DEGs, which represents 55% of the dysregulated genes found in diaphragm.

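Heart and gastrocnemius moved in opposite directions in most of the genes that DESeq2 called in both. Of 26 shared genes, 20 went in opposite directions, where independent calls would give 2.51. White adipocyte markers make up 8 of the 20, and their list moved in the same 2 directions, with a median log2 fold change of −2.24 in the heart and 1.07 in the gastrocnemius. With the white adipocyte score as a covariate DESeq2 called 16 genes in the heart in place of 68, a fit added after the data were seen. The score separates the genotypes in the heart without overlap, so the lower count cannot tell the share of fat from the genotype. *Adipoq*, the adipocyte hormone adiponectin, is an example chosen after its values were seen. It was at 14.8 ± 8.43 CPM in WT and 2.65 ± 0.68 CPM in *Mtm1* -/y heart (SD, n = 4 each; log2 fold change −2.48, SE 0.43, DESeq2 adjusted p = 1.1e-06 and edgeR adjusted p = 0.55), and it rose in the gastrocnemius (log2 fold change 1.50, adjusted p = 0.012). Higher in both was *Dct*, an enzyme of pigment synthesis, where chance gives 0.671 genes. Lower in both were *Mtm1*, *Arrdc2*, the stress gene *Gadd45b*, the iron hormone *Hamp* and the calcium release channel *Ryr3*, where chance gives 0.763. The heart shared 3 genes with the diaphragm, *Mtm1*, *Arrdc2* and *Dct* (0.984 by chance). By edgeR it shared 1 gene, *Mtm1*, with each skeletal muscle.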

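The chemokine gene *Cx3cl1* and the denervation-responsive gene *Runx1* are examples of genes that DESeq2 called higher in both muscles. *Cx3cl1* rose from 1.78 to 18.1 CPM in the gastrocnemius (log2 fold change 3.34, SE 0.24, adjusted p = 4.4e-05), and in the diaphragm it was at 4.79 CPM in WT and 32.9 CPM in *Mtm1* -/y (log2 fold change 2.78, DESeq2 adjusted p = 5.4e-10). *Runx1* in the diaphragm was at 4.27 CPM in WT and 21.7 CPM in *Mtm1* -/y (log2 fold change 2.34, DESeq2 adjusted p = 1.3e-05). Both diaphragm values were chosen after they were seen. By DESeq2 144 genes were higher in both muscles, where independent calls would give 11.4, and 23 were lower in both, where they would give 0.917. The actin-like gene *Actbl2* was called in opposite directions (6.53 genes by chance). edgeR called 1 gene, *Mtm1*, in both (0.030 by chance for lower genes). Of the genes it called in the gastrocnemius and tested in the diaphragm, 82.8% had the same sign there. By edgeR the shared genes numbered 77 without *Mtm1* -/y diaphragm 2 and 2 without WT diaphragm 4, and *Mtm1* was not among the calls without WT 1, WT 2, *Mtm1* -/y 1 or *Mtm1* -/y 4 of the diaphragm. By DESeq2 they numbered 317 without *Mtm1* -/y diaphragm 2, 106 without *Mtm1* -/y 1 and 97 without *Mtm1* -/y 4.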

Overall, these data indicate that the effect of XLMTM on the transcriptome is highly organ-specific, both in the number of differentially expressed genes and in the specific genes that undergo alteration. 

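*H2-Ab1* and *Mpeg1* are 2 of the genes whose change differed between heart and gastrocnemius when the difference itself was tested. The log2 fold change of *H2-Ab1*, a chain of the antigen-presenting complex, was 2.66 lower in the heart than in the gastrocnemius, and that of the macrophage gene *Mpeg1* was 2.34 lower. In this test of the difference between the genotype effects, 1286 genes passed for heart against gastrocnemius and 1 for heart against diaphragm. The first count ranged from 977 without WT heart 4 to 1639 without WT heart 2, and the second was 221 without *Mtm1* -/y diaphragm 2 and 0 to 2 without any other library. By DESeq2, 1024 genes were called in the gastrocnemius and in no other tissue, 133 in the diaphragm, 42 in the heart and 8 in the liver. By edgeR these counts were 1023, 1, 0 and 0. From the number of differentially expressed genes per organ and from which genes they are, the paper concludes that the effect on the transcriptome is specific to the organ.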

To gain a better understanding of the impact of the disease, we further studied each organ separately.

### The *Mtm1*^-/y^ mouse model shows no liver defects

We investigated whether the *Mtm1*^−/y^ mouse model of XLMTM exhibited hepatic dysfunction similarly to what has been reported in patients. We first studied liver histology following hematoxylin and eosin (H&E) stain. Similar to their WT littermates, the *Mtm1*^−/y^ mice did not exhibit excessive inflammation, fibrosis, steatosis, or necrosis (Fig. 2A). They presented a normal liver architecture into lobules with portal veins, hepatic artery and bile ducts at the periphery, and a central vein at the center. No accumulated bile was visible in the hepatocyte cytoplasm or canaliculi. Immunofluorescent staining of the bile salt export pump (BSEP) showed normal localization in the caniculi, excluding the cholestatic pattern of injury found in patients and *mtm* zebrafish characterized by a quasi-total loss of BSEP expression in the liver [16, 19] (Fig. 2B). Similarly, no liver defects were observed in the histology and BSEP immunofluorescence of 8-month-old *Mtm1*^−/+^ female mice (Supplementary Figure S1).

**Fig. 4:**
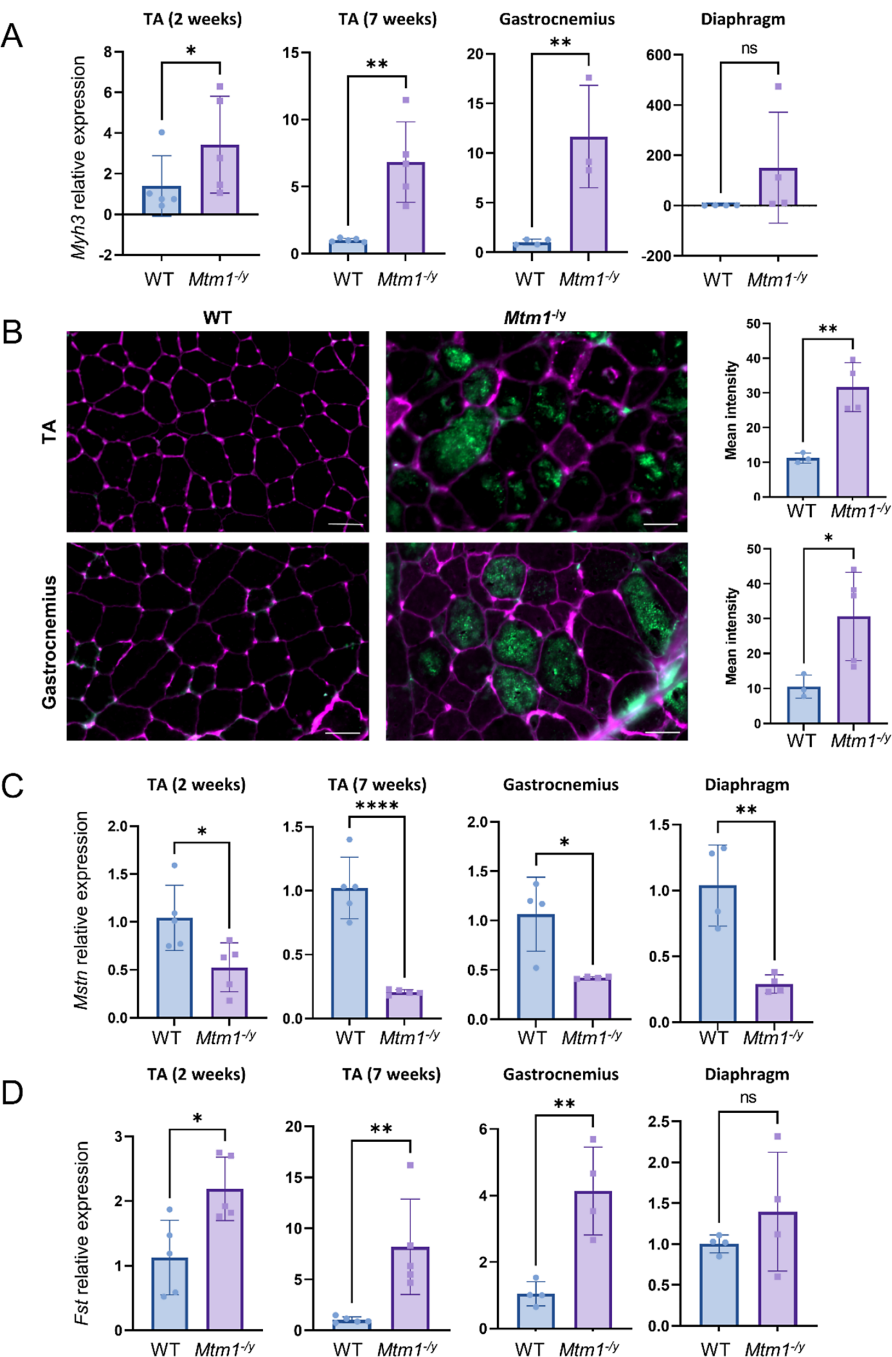
Myogenic development is impaired in the skeletal muscles of *Mtm1*^−/y^mice. **A ***Myh3* transcript relative expression. **B** Representative immunofluorescent staining images of the embryonic myosin (MYH3, green) and WGA (pink) in the tibialis anterior and the gastrocnemius (left), and MYH3 signal intensity quantification (right). Scale bars 50 μm. **C ***Mstn* transcript relative expression. **D ***Fst* transcript relative expression. For panels **A**, **C**, and **D**, transcript expression levels were obtained by RT-qPCR from tibialis anterior (2 weeks and 7 weeks), gastrocnemius and diaphragm (5 weeks) *Mtm1*^−/y^ and WT samples, and are shown as relative expression compared to the average of the WT. ns *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001

As the morphology of the liver of *Mtm1*^−/y^ mice was normal, we proceeded to assess hepatic function by measuring liver enzyme levels in the blood. The levels of bilirubin, aspartate aminotransferase and alanine aminotransferase were within normal ranges in all mice, and no statistically significant differences were found between *Mtm1*^−/y^ and WT mice (Fig. 2C).

Finally, as no defects were detected at the morphological and functional levels, we analyzed RNA-seq data obtained from liver samples. Principal component analysis showed that the first 6 principal components (cumulatively, 99% of variance explained) did not separate the genotypes, which indicated that the WT and *Mtm1*^−/y^ liver samples were highly similar. Indeed, differential gene expression analysis revealed little to no dysregulation in *Mtm1*^−/y^ samples compared to WT. 

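Hepatocyte marker scores of WT and *Mtm1* -/y livers lay close together. The score, a mean of log2 CPM, was 11.43 ± 0.04 in WT (SD, n = 3) and 11.44 ± 0.09 in *Mtm1* -/y (SD, n = 4; exact permutation test, two-sided, p = 0.943). *Alb* was at 99008 to 125649.8 plain CPM in the 4 *Mtm1* -/y livers. The 6 PCs of the 7 liver libraries held 100% of the variance, with 32.3% in PC1. The PC nearest to a separation by genotype was PC4 with 14.2% of the variance (exact permutation test, two-sided, p = 0.0571, adjusted over the 6 PCs p = 0.343), where the smallest p that 3 libraries against 4 allow is 0.0286.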

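With all liver libraries, genes of bile acids, lipid synthesis, the acute phase and drug metabolism did not pass the list test. *Abcb11*, the bile salt export pump, was at 1044 ± 66.3 CPM in WT (SD, n = 3) and 969 ± 286 CPM in *Mtm1* -/y liver (SD, n = 4; log2 fold change −0.11, SE 0.21, adjusted p = 0.97). *Cyp2e1*, which oxidizes small drugs and alcohol, had a log2 fold change of 0.37 (SE 0.24, adjusted p = 0.97). Of 27 genes of bile acid synthesis and transport, 16 were higher and 11 lower, with a median log2 fold change of 0.03 (camera adjusted p = 0.95). The median was −0.04 over 31 genes of lipid and cholesterol synthesis (camera adjusted p = 0.66), 0.13 over 37 acute phase and liver injury genes (camera adjusted p = 0.19) and 0.17 over 30 genes of drug metabolism (camera adjusted p = 0.059). In these lists 0 genes passed edgeR's test, also adjusted over the list alone, and 0 passed DESeq2. At an unadjusted p under 0.05 the 4 lists had 2, 1, 2 and 3 genes in the order given. Drug metabolism passed camera without WT 3 (median 0.34), *Mtm1* -/y 1 (0.29) or *Mtm1* -/y 4 (0.20), acute phase genes without WT 3 (0.22) or *Mtm1* -/y 1 (0.15), and lipid synthesis without WT 3 (−0.36).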

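Apart from *Mtm1*, *Arrdc2*, *Hhex* and *Tmc7*, the lowest DESeq2 adjusted p in *Mtm1* -/y liver belonged to *Phf11c*, a PHD finger gene on chromosome 14 of mm10 (59380833 to 59395381). It was at 35.4 ± 14.0 CPM in WT (SD, n = 3) and 7.00 ± 1.82 CPM in *Mtm1* -/y (SD, n = 4; log2 fold change −2.34, SE 0.30, adjusted p = 6.5e-10 from DESeq2 and 0.28 from edgeR). Its neighbour *Setdb2* (59402009 to 59440884), a histone methyltransferase, was at 34.1 ± 11.1 and 11.8 ± 1.89 CPM (log2 fold change −1.53, SE 0.23, adjusted p = 6.6e-06 from DESeq2 and 0.38 from edgeR). Both passed edgeR's test without WT 1, with log2 fold changes of −2.64 and −1.78. The kinase gene *Pim3* (log2 fold change −1.01, DESeq2 adjusted p = 0.00034), *Zfp36*, which destabilizes cytokine mRNAs (−0.97, 0.0011), the leukocyte adhesion gene *Jaml* (−1.19, 0.041) and *4632427E13Rik* (−1.35, 0.041) were lower. The cardiac contractile genes were near 0 in WT liver. *Myl2* was at 0.0211 ± 0.0192 CPM in WT and 0.952 ± 0.931 CPM in *Mtm1* -/y, and *Myh6* was at 1.27 ± 0.853 CPM in *Mtm1* -/y, with DESeq2 adjusted p of 0.025 and 0.041. In *Mtm1* -/y livers 2, 3 and 4 the level of *Myl2* was 2.17, 0.600 and 0.802 plain CPM. In *Mtm1* -/y liver 1 it was 0.111 plain CPM. Without *Mtm1* -/y 1, *Myh6* passed edgeR's test (log2 fold change 4.26).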

Only 12 differentially expressed genes were identified: *Mtm1*, *Arrdc2*, *Myl2*, *Hhex*, *Myh6*, *Tmc7*, *Jaml*, *Setdb2*, *Pim3*, *Zfp36*, *4632427E13Rik*, and *Phf11c* (Fig. 2D; Supplementary Dataset S1). Due to the low number of DEGs, we then conducted gene set enrichment analysis (GSEA) in order to detect modified biological pathways. 

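Cardiomyocyte markers were the liver's most shifted list. Of 8 such genes 7 were higher in *Mtm1* -/y liver, with a median log2 fold change of 2.33 (camera adjusted p = 3.8e-06, p = 0.031 with an estimated correlation). By edgeR 0 passed over all genes, 4 passed adjusted over the list alone, 5 had an unadjusted p under 0.05 and 2 passed DESeq2. The list failed camera without *Mtm1* -/y 2 (median 0.41), *Mtm1* -/y 3 (0.23) or *Mtm1* -/y 4 (0.27). It also failed with the replicate number as a block (−0.0052), although the labels do not say that equal numbers pair the samples. Muscle atrophy and glucocorticoid-responsive genes, to which *Arrdc2* belongs, had a median of −0.15 over 33 genes (camera adjusted p = 0.00049, p = 0.060 with an estimated correlation), and 4 were lower adjusted over the list alone. Macrophage markers had a median of −0.37 over 22 genes (camera adjusted p = 0.00049, p = 0.31 with an estimated correlation). Without *Mtm1* -/y 2 their median was −0.10 and the list failed camera. Hepatic fasting and gluconeogenesis genes had a median of −0.11 over 25 genes (camera adjusted p = 0.026, p = 0.15 with an estimated correlation), a call lost without WT 3 (−0.03) or *Mtm1* -/y 1 (−0.08). Of 859 Reactome pathways 2 passed camera at the preset correlation. They were Synthesis of 16-20 -hydroxyeicosatetraenoic acids HETE, which are eicosanoids made by cytochrome P450 enzymes (22 genes, median 0.33, p = 0.084 with an estimated correlation), and Striated Muscle Contraction (24 genes, median 0.91, p = 0.20 with an estimated correlation).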

Only a small number of gene sets displayed significant enrichment, and none of these were pertinent to hepatic function (Supplementary Figure S2). Quantification of the protein level of DNM2 showed no difference between *Mtm1*^−/y^ and WT livers (Supplementary Figure S3).

Overall, we characterized hepatic morphology, function, and gene expression in *Mtm1*^−/y^ mice, and found no significant differences compared to their WT littermates. This indicates that the unchallenged *Mtm1*^−/y^ mouse model of XLMTM does not replicate the liver defects observed in patients.

### Comparison of 3 skeletal muscles underlines a common disease signature

Unlike the liver, skeletal muscles are severely affected in the *Mtm1*^−/y^ mouse [8, 22, 23] (Supplementary Figure S4). Previous studies have extensively characterized gene expression dysregulation in tibialis anterior [23, 24], a fast—contracting skeletal muscle of the lower leg, but transcriptomic studies of other skeletal muscles are lacking. Therefore, we compared the RNA-seq data we obtained in the gastrocnemius and the diaphragm at 5 weeks with previous RNA-seq data obtained in the tibialis anterior at 2 and 7 weeks [23] to evaluate how MTM1 loss affects different skeletal muscles. Principal component analysis of the cardiac and skeletal muscles samples showed that the tibialis anterior samples clustered properly with the other hindlimb muscle without requiring batch-effect correction (Supplementary Figure S5). By comparing different ages, we aimed to define a fundamental and time-independent common signature.

Principal component analysis revealed a separation according to the different skeletal muscles on the first principal component (45% of variance) and the age on the second PC (16% of variance). Separation of the genotypes appeared when combining the second and third principal components, and was stronger for the tibialis anterior and the gastrocnemius than for the diaphragm (Fig. 3A). 

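Among the libraries deposited here, which hold no tibialis anterior, WT and *Mtm1* -/y diaphragm differed less than RNA of hepatocytes differed between single diaphragms. The hepatocyte marker score of the diaphragm, a mean of log2 CPM, was 7.82 ± 2.80 in WT (SD, n = 4) and 6.87 ± 2.77 in *Mtm1* -/y (SD, n = 3; exact permutation test, two-sided, p = 0.657). White adipocyte markers were lower in *Mtm1* -/y diaphragm for all 21 genes, with a median log2 fold change of −0.80 (camera adjusted p = 1.6e-06, p = 0.22 with an estimated correlation). Of these genes 0 passed edgeR's test, also adjusted over the list alone, 0 passed DESeq2 and 4 had an unadjusted p under 0.05. In the diaphragm PC1 (69.5% of the variance) did not part the genotypes (exact permutation test, two-sided, p = 0.543). PC2 (10.6%) did without overlap (p = 0.0286 in the same exact test, the smallest possible, and 0.171 adjusted over 6 PCs).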

Compared to other tissues, the three skeletal muscles showed a high number of DEGs, ranging between 302 and 1722 (Fig. 3B, Supplementary Datasets S3-6). GO term over-representation analysis performed on each muscle identified 238 to 1428 enriched terms with an overlap of 104 terms enriched in all skeletal muscles and related to skeletal muscle development and function (Supplementary Figure S6, Supplementary Datasets S7-10).

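*Cilp*, a matrix protein of cartilage and connective tissue, rose in the gastrocnemius from 41.1 ± 15.9 to 471 ± 129 CPM (SD, n = 4 each; log2 fold change 3.52, SE 0.29, adjusted p = 9.5e-05). In the diaphragm it was at 72.8 ± 35.1 CPM (SD, n = 4) in WT and 351 ± 181 CPM (SD, n = 3) in *Mtm1* -/y (log2 fold change 2.27, SE 0.50, adjusted p = 0.28 from edgeR and 0.00030 from DESeq2). Without *Mtm1* -/y diaphragm 2 it passed edgeR's test there (log2 fold change 2.64). *Tiam2*, an activator of the GTPase Rac, rose in the gastrocnemius (log2 fold change 2.15, SE 0.24, adjusted p = 0.00034), and its log2 fold change in the diaphragm was 1.45 (SE 0.34, adjusted p = 0.28 from edgeR and 0.0053 from DESeq2). The tibialis anterior was represented by the paper's own lists of 2283 genes called at any age. Of the 168 genes that DESeq2 called in gastrocnemius and diaphragm, 132 were in these lists, where 19.3 would be expected by chance. Without *Mtm1* -/y diaphragm 2 this count was 223, without *Mtm1* -/y 1 it was 84 and without *Mtm1* -/y 4 it was 77. By edgeR 1 gene, *Mtm1*, was in all 3 sets. Without *Mtm1* -/y diaphragm 2 there were 64, and without WT 1, WT 2, *Mtm1* -/y 1 or *Mtm1* -/y 4 of the diaphragm *Mtm1* no longer passed. Of the 1024 genes called by edgeR in the gastrocnemius, 632 were in the tibialis anterior lists.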

In total, there were 132 common DEGs affected in the three studied skeletal muscles at any age (Fig. 3C, Supplementary Dataset S11). Enrichment analysis revealed that these genes were associated to GO terms previously identified in the tibialis anterior such as skeletal muscle development and function, extracellular matrix, and inflammation, but also revealed new affected pathways: calcium homeostasis and protein kinase B (AKT1) signaling, and negative regulation of cell development (Fig. 3D, Supplementary Dataset S12). 

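The fetal myosin heavy chain *Myh3* lies on chromosome 11 of mm10 from 67078300 to 67102291. In the gastrocnemius it rose from 8.56 ± 0.99 CPM in WT to 120.5 ± 96.9 CPM in *Mtm1* -/y (SD, n = 4 each; log2 fold change 3.81, SE 0.49, adjusted p = 0.00058). In the diaphragm it was at 3.07 ± 1.23 CPM (SD, n = 4) in WT and 111 ± 133 CPM (SD, n = 3) in *Mtm1* -/y (log2 fold change 5.17, SE 1.10, adjusted p = 0.27 from edgeR and 0.00030 from DESeq2). Of 12 embryonic and neonatal contractile genes, 7 rose and 1 fell in the gastrocnemius, the same when adjusted over the list alone (median log2 fold change 1.09, camera adjusted p = 3.2e-05, p = 0.024 with an estimated correlation). Among them the perinatal myosin *Myh8* had a log2 fold change of 1.05 (SE 0.11) and the embryonic light chain *Myl4* one of 1.99 (SE 0.27). In the diaphragm 11 of these 12 genes were higher, with a median of 2.33 (camera adjusted p = 2.1e-10, p = 0.013 with an estimated correlation). By edgeR 0 passed over all genes, 9 passed adjusted over the list alone, 9 had an unadjusted p under 0.05, and 8 were called by DESeq2. The stretch-sensing protein gene *Csrp3* was at 144 CPM in WT and 939 CPM in *Mtm1* -/y diaphragm (log2 fold change 2.71, SE 0.62, DESeq2 adjusted p = 0.00028).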

Investigation of the cell development pathways revealed an upregulation of the fetal myosin *Myh3*, which was confirmed by RT-qPCR and immunofluorescence microscopy (Fig. 4A-B). Moreover, the upregulation of *Fst* and downregulation of *Mstn* were identified on the RNA-seq data and confirmed by RT-qPCR (Fig. 4C-D).

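Follistatin, encoded by *Fst* on chromosome 13 of mm10 (114452290 to 114458951), binds and blocks myostatin, the inhibitor of muscle growth encoded by *Mstn* on chromosome 1 (53061640 to 53068079). *Fst* rose in the gastrocnemius from 7.13 ± 1.19 to 25.9 ± 5.60 CPM (SD, n = 4 each; log2 fold change 1.86, SE 0.17, adjusted p = 0.00015), and *Mstn* fell from 116 ± 26.4 to 35.3 ± 7.44 CPM (log2 fold change −1.72, SE 0.18, adjusted p = 0.00026). In the diaphragm *Fst* was at 10.6 ± 2.36 CPM (SD, n = 4) in WT and 22.0 ± 6.71 CPM (SD, n = 3) in *Mtm1* -/y (log2 fold change 1.06, SE 0.25, adjusted p = 0.28 from edgeR and 0.0096 from DESeq2). *Mstn* was at 53.3 ± 16.1 CPM in WT and 16.4 ± 2.17 CPM in *Mtm1* -/y diaphragm (log2 fold change −1.70, SE 0.25, adjusted p = 0.26 from edgeR and 5.3e-07 from DESeq2). In the heart *Mstn* was at 1.70 CPM in WT and 0.528 CPM in *Mtm1* -/y (log2 fold change −1.68, SE 0.59, adjusted p = 0.55).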

**Fig. 5:**
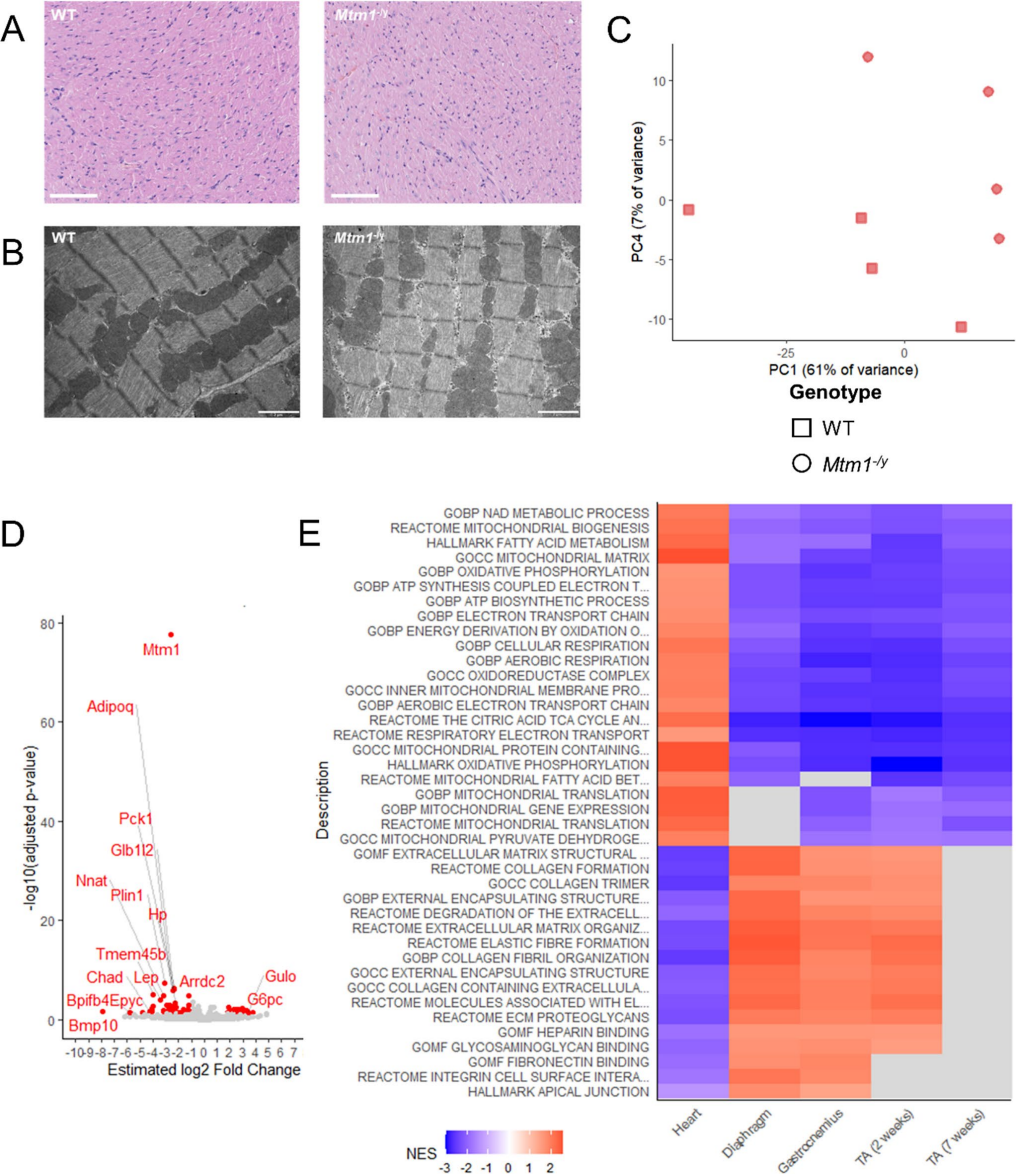
The *Mtm1*^−/y^ mouse heart shows no structural defects but is affected at the transcriptomic level. **A** Representative heart histology of WT and *Mtm1*^−/y^ mice (H&E). Scale bars 100 μm. **B** Representative heart electron microscopy of WT and *Mtm1*^−/y^ mice (H&E). Scale bars 2 μm. **C** PCA plot of heart samples, PC1 and PC4 are shown. **D** Volcano plot showing the 68 DEGs in heart. **E** Subset of the GSEA results based on Molecular Signature Database Hallmarks, Reactome pathways, and GO terms gene sets in cardiac and skeletal muscles. Red and blue respectively indicate statistically significant positive and negative normalized enrichment scores (NES)

To evaluate the robustness of this common disease signature, we compared it to the list of differentially expressed genes found in XLMTM dogs [44]. Out of 132 common DEGs, 25 were also differentially expressed in the vastus lateralis or biceps femoris of the canine model of XLMTM, including *Mstn*, *Cilp*, and *Tiam2* (Supplementary Dataset S13).

To investigate further the functional consequences of gene dysregulation caused by XLMTM in skeletal muscles, we performed gene set enrichment analysis (GSEA) on a list of 50 curated gene sets representing well-defined biological states and processes and obtained from the Molecular Signature Database (MSigDB). From these gene sets, we were able to identify pathways that were significantly affected in all skeletal muscles at all time points (Fig. 3E). In particular, the inflammatory response, the TNFα signaling via NFκB, and the apoptosis gene sets were positively enriched, while the fatty acid metabolism and oxidative phosphorylation gene sets had a significant negative enrichment score when comparing to WT. 

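The death receptor gene *Eda2r* rose in the gastrocnemius from 11.5 to 127 CPM (n = 4 each; log2 fold change 3.47, SE 0.19, adjusted p = 2.5e-05), and *Nfkb2*, a subunit of NF-κB, rose from 12.1 to 49.0 CPM (log2 fold change 2.01, SE 0.14, adjusted p = 4.2e-05). Of 65 TNF and NF-κB target genes 31 rose and 4 fell in this muscle, or 37 and 4 adjusted over the list alone (median log2 fold change 0.80, camera adjusted p = 5.3e-08, p = 0.094 with an estimated correlation). Of 37 apoptosis genes 15 rose and 5 fell, or 19 and 5 adjusted over the list alone (median 0.34, camera adjusted p = 0.00041, p = 0.0046 with an estimated correlation). Of 26 chemokines and cytokines 11 rose and 2 fell, or 12 and 2 adjusted over the list alone (median 0.38, camera adjusted p = 1.7e-05, p = 0.019 with an estimated correlation). The monocyte attractant *Ccl2* rose from 0.193 to 3.51 CPM. Macrophage markers moved with these groups. Of 24 such genes 21 rose and none fell, the same adjusted over the list alone (median 1.52, camera adjusted p = 1.1e-17, p = 0.028 with an estimated correlation), for example the lysozyme gene *Lyz2* (18.0 to 66.1 CPM). Of 30 genes of antigen presentation and interferon response 6 rose, also adjusted over the list alone (median 0.15, camera adjusted p = 5.1e-05, p = 0.0068 with an estimated correlation), among them the invariant chain *Cd74* (16.6 to 91.7 CPM). Of 25 genes of mitochondrial fatty acid oxidation 4 fell and 1 rose in the gastrocnemius, also adjusted over the list alone (median −0.14, camera adjusted p = 0.18). The list passed camera without *Mtm1* -/y gastrocnemius 2 (median −0.24).
In the diaphragm the TNF and NF-κB target genes had a median log2 fold change of 0.15 over 68 genes (camera adjusted p = 0.00090, p = 0.35 with an estimated correlation), a call lost without WT 2 (0.15) or *Mtm1* -/y 1 (0.0029). By edgeR 0 of them passed over all genes, 3 rose adjusted over the list alone, 16 had an unadjusted p under 0.05, and DESeq2 called 6. The median of the apoptosis genes there was 0.00 (camera adjusted p = 0.35), with 19 genes higher and 18 lower. Fatty acid oxidation was lower in 24 of 25 genes of the diaphragm (median −0.20, camera adjusted p = 0.00082, p = 0.33 with an estimated correlation), for example the fatty acid carrier *Cd36* (log2 fold change −0.36, SE 0.17, adjusted p = 0.53). No gene of this list passed edgeR, also adjusted over the list alone, or DESeq2, 1 had an unadjusted p under 0.05, and the call was lost without *Mtm1* -/y 1 (−0.09). White adipocyte markers were lower in this muscle as well, with a median of −0.80, and the hepatocyte markers, which spread widely over single diaphragms, had a median of −0.35.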

We then performed GSEA on 1251 gene sets obtained from the Reactome database to acquire a more refined understanding of the impacted pathways. 

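Respiratory chain genes fell in *Mtm1* -/y gastrocnemius. *Uqcrc1*, a core subunit of complex III, fell from 923 to 639 CPM (n = 4 each; log2 fold change −0.53, SE 0.08, adjusted p = 0.0011). Of 79 nuclear-encoded genes of oxidative phosphorylation 45 fell and 2 rose, or 56 and 2 adjusted over the list alone (median log2 fold change −0.27, camera adjusted p = 1.1e-09, p = 0.18 with an estimated correlation). All 7 mitochondrially encoded genes measured fell, also adjusted over the list alone (median −0.55, camera adjusted p = 7.3e-05, p = 0.12 with an estimated correlation). Of 25 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase 23 fell, also adjusted over the list alone (median −0.41, camera adjusted p = 1.2e-11, p = 0.074 with an estimated correlation), among them *Idh3g*, a subunit of isocitrate dehydrogenase (log2 fold change −0.58, SE 0.07, adjusted p = 0.00045). Of 76 genes of the mitochondrial ribosome 12 fell, or 8 adjusted over the list alone (median −0.11, camera adjusted p = 0.025, p = 0.56 with an estimated correlation), and the call was lost without WT 4 (−0.09), *Mtm1* -/y 3 (−0.06) or *Mtm1* -/y 4 (−0.09). Glycolysis fell as well, with 11 genes lower and 1 higher of 18, or 11 and 2 adjusted over the list alone (median −0.44, camera adjusted p = 0.00015, p = 0.049 with an estimated correlation). Markers of skeletal muscle fibres moved in the same direction (12 fell and 3 rose of 15, also adjusted over the list alone, median −0.73, camera adjusted p = 4.1e-07, p = 0.041 with an estimated correlation), and those of macrophages, white adipocytes and fibroblasts had medians of 1.52, 1.07 and 0.48, so that a smaller share of fibre RNA is not told apart from lower expression within the fibres. In the diaphragm 77 of the 79 oxidative phosphorylation genes were lower, with a median of −0.18 (camera adjusted p = 2.5e-05, p = 0.39 with an estimated correlation). The tricarboxylic acid cycle had a median of −0.20 (camera adjusted p = 0.0027, p = 0.39 with an estimated correlation), a call lost without WT 3 (−0.06). By edgeR 0 genes of these 2 diaphragm lists passed, also adjusted over the list alone, 0 passed DESeq2, and 1 and 0 had an unadjusted p under 0.05. The Reactome pathway The citric acid TCA cycle and respiratory electron transport had a median of −0.31 in the gastrocnemius and −0.18 in the diaphragm (camera adjusted p = 3.2e-12 and 1.1e-05, p = 0.11 and 0.32 with an estimated correlation). From the lower expression of these pathways, the paper proposes that oxidative phosphorylation is impaired in skeletal muscles.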

Over 10 pathways related to mitochondrial function were depleted in at least 3 groups, which reinforced the hypothesis that oxidative phosphorylation is impaired in skeletal muscles. Additionally, several pathways related to extracellular matrix organization were enriched in the gastrocnemius, the diaphragm, and the tibialis anterior at 2 weeks (Supplementary Figure S7).

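Genes of the extracellular matrix rose in the gastrocnemius. Periostin, *Postn*, a matrix protein of repair, rose from 36.7 to 273 CPM (n = 4 each; log2 fold change 2.90, SE 0.34, adjusted p = 0.00042), and *Col3a1*, the chain of type III collagen, had a log2 fold change of 0.72 (SE 0.13, adjusted p = 0.0030). Of 54 matrix glycoproteins and proteoglycans 27 rose and 3 fell there, or 28 and 3 adjusted over the list alone (median log2 fold change 0.55, camera adjusted p = 3.0e-09, p = 0.10 with an estimated correlation). Of 41 collagens 10 rose and none fell, also adjusted over the list alone (median 0.29, camera adjusted p = 0.016, p = 0.33 with an estimated correlation), a call lost without *Mtm1* -/y 3 (0.35) or *Mtm1* -/y 4 (0.19). Matrix cross-linking and remodelling had 14 genes higher and 3 lower of 40, or 16 and 4 adjusted over the list alone (median 0.33, camera adjusted p = 0.0013, p = 0.098 with an estimated correlation), with the protease inhibitor *Timp1* up from 2.03 to 20.7 CPM. Macrophage and adipocyte markers, with medians of 1.52 and 1.07, moved in the same direction in this muscle, and of 15 fibroblast markers 10 rose and none fell, also adjusted over the list alone (median 0.48, camera adjusted p = 8.8e-06, p = 0.073 with an estimated correlation).
In the diaphragm 48 of 55 matrix glycoproteins and proteoglycans were higher, with a median of 0.80 (camera adjusted p = 1.3e-18, p = 0.058 with an estimated correlation). By edgeR 0 passed over all genes, 23 passed adjusted over the list alone, 27 had an unadjusted p under 0.05, and 22 were called by DESeq2. *Postn*, chosen here after its values were seen, was at 51.9 ± 10.9 CPM (SD, n = 4) in WT and 681 ± 513 CPM (SD, n = 3) in *Mtm1* -/y diaphragm (log2 fold change 3.71, SE 0.62, DESeq2 adjusted p = 7.9e-09). Of 38 collagens 32 were higher (median 0.65, camera adjusted p = 2.6e-09, p = 0.087 with an estimated correlation). edgeR called 0 of them, also adjusted over the list alone, 18 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 6 higher, *Col3a1* among them (log2 fold change 1.31, SE 0.38, DESeq2 adjusted p = 0.019). Matrix cross-linking and remodelling had a median of 0.62 over 41 genes (camera adjusted p = 8.3e-10, p = 0.070 with an estimated correlation). Fibroblast markers moved with the matrix genes, with a median of 0.45 over 16 genes (camera adjusted p = 0.00062, p = 0.12 with an estimated correlation), and edgeR called 0 of them, also adjusted over the list alone, while 6 had an unadjusted p under 0.05 and DESeq2 called 2. Cell division genes were also higher, in 40 of 42 genes of the diaphragm (median 1.07, camera adjusted p = 1.3e-18, p = 0.079 with an estimated correlation). The Reactome pathway Extracellular matrix organization had a median of 0.24 in the gastrocnemius and 0.26 in the diaphragm (camera adjusted p = 0.00049 and 2.4e-08, p = 0.093 and 0.058 with an estimated correlation).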

To evaluate whether these results were consistent with other transcriptomic studies in mice, independently of the genetic background and breeding/sequencing conditions, we compared them to TA and quadriceps datasets previously published [24, 25]. After removal of batch effects with the limma package, principal component analysis revealed that PC3 (11% of variance) separated the ages while genotype separation occurred with PC4 (6% of variance), regardless of the skeletal muscle or genetic background (Supplementary Figure S8A-B). GSEA revealed common dysregulated pathways in symptomatic muscles, such as oxidative phosphorylation, TNFα signaling via NFκB and epithelial mesenchymal transition, which were in agreement with the results of our study (Supplementary Figure S8C).

Overall, these results identified a disease signature common to several skeletal muscles. By considering only these 132 DEGs that were dysregulated in all muscles, we were able to confirm previous results obtained in the tibialis anterior and underline new pathways of interest.

### The *Mtm1*^-/y^ mouse heart shows a mild phenotype

Myopathies can be associated to cardiac phenotypes, and some genes are implicated in both myopathy and cardiomyopathy, such as *TTN* and *SPEG* [45–47]. Even though skeletal muscles are severely affected in XLMTM, the cardiac function of *Mtm1*^−/y^ mice has never been extensively studied. We thus performed functional phenotyping, histological and ultrastructural analyses, and gene expression quantification in *Mtm1*^−/y^ mice.

First, we used noninvasive blood pressure measurement, electrocardiography (ECG), and echography to obtain a functional phenotyping of the heart at 5–6 weeks. No significant changes in heart rate and systolic blood pressure were observed in *Mtm1*^−/y^ mice compared to WT (Table 2). On the ECG, a mild increase in ST segment elevation was observed in the *Mtm1*^−/y^ mice, but no statistically significant differences were detected for the RR, PR, QRS, ST, and QT intervals durations, nor for the P-wave duration and R wave-amplitude (Table 1). Finally, heart echography revealed mild decreases in aortic artery diameter, stroke volume and tricuspid valve velocity time integral, but no statistically significant differences in all other measured parameters (Table 3).

**Table 2:** Electrocardiographic data

	WT	Mtm1^−/y^	*P* value	Significance
RR interval (ms)	161.8 ± 7.5	172.9 ± 8.1	0.33	ns
PR interval (ms)	48.9 ± 0.9	48.2 ± 0.8	0.56	ns
P-wave duration (ms)	22.3 ± 1.6	24.0 ± 0.7	0.36	ns
QRS interval (ms)	19.4 ± 3.2	16.4 ± 0.6	0.37	ns
R-wave amplitude (mV)	1.20 ± 0.14	1.58 ± 0.11	0.06	ns
ST segment elevation (mV)	0.27 ± 0.06	0.41 ± 0.01	0.03	*
ST interval (ms)	49.7 ± 6.0	47.1 ± 1.1	0.67	ns
QT interval (ms)	63.8 ± 6.8	59.4 ± 1.4	0.53	ns

Values are mean ± SEM. *n* = 8 mice in each group. *: *P*-value < 0.05, ns: not statistically significant (*P* value > 0.05)

**Table 3:** Echocardiographic data

	WT	Mtm1^−/y^	*P* value	Significance
LVID d (mm)	3.86 ± 0.20	3.60 ± 0.08	0.25	ns
LVID s (mm)	2.69 ± 0.24	2.53 ± 0.13	0.56	ns
LV Vol d (µL)	66.3 ± 7.3	54.7 ± 3.1	0.16	ns
LV Vol s (µL)	29.5 ± 5.6	23.7 ± 3.2	0.39	ns
LVPW d (mm)	0.70 ± 0.04	0.68 ± 0.03	0.61	ns
LVPW s (mm)	0.96 ± 0.07	0.91 ± 0.02	0.52	ns
LVAW d (mm)	0.68 ± 0.01	0.68 ± 0.03	0.94	ns
LVAW s (mm)	0.99 ± 0.05	0.95 ± 0.04	0.52	ns
EF (%)	57.0 ± 5.3	57.6 ± 3.5	0.93	ns
FS (%)	30.6 ± 4.3	29.9 ± 2.2	0.89	ns
LV mass (AW) (g)	92.0 ± 7.1	80.3 ± 4.9	0.19	ns
AET (ms)	54.0 ± 1.5	55.8 ± 1.2	0.35	ns
IVCT (ms)	19.3 ± 1.5	17.1 ± 1.6	0.34	ns
IVRT (ms)	23.2 ± 1.5	23.3 ± 2.2	0.97	ns
MV E (mm/s)	653 ± 54	608 ± 29	0.48	ns
MV A (mm/s)	480 ± 49	460 ± 41	0.76	ns
MV E/A	1.39 ± 0.07	1.36 ± 0.07	0.33	ns
AoV diameter (mm)	1.48 ± 0.01	1.41 ± 0.02	0.007	**
AoV VTI (mm)	24.5 ± 1.3	20.2 ± 2.9	0.16	ns
AoV SV (µL)	42.2 ± 2.3	32.61 ± 3.0	0.02	*
AoV CO (mL/min)	15.9 ± 1.2	12.9 ± 1.5	0.14	ns
TV VTI (mm)	19.25 ± 0.8	15.8 ± 1.0	0.02	*
TV E	342 ± 52	279 ± 38	0.35	ns
TV A	460 ± 39	367 ± 21	0.06	ns
TV E/A	0.76 ± 0.12	0.81 ± 0.16	0.15	ns

Values are mean ± SEM. *n* = 8 mice in each group. LVID d: Left ventricular end-diastolic diameter; LVID s: Left ventricular end-systolic diameter; LV Vol d: Left ventricular end-diastolic volume; LV Vol s: Left ventricular end-systolic volume; LVPW d: Left ventricular end-diastolic posterior wall thickness; LVPW s: Left ventricular end-systolic posterior wall thickness; LVAW d: Left ventricular end-diastolic anterior wall thickness; LVAW s: Left ventricular end-systolic anterior wall thickness; EF: Ejection fraction; FS: Fractional shortening; LV: Left ventricular; AW: Anterior wall thickness; AET: Aortic ejection time; IVCT: Isovolumic contraction time; IVRT: Isovolumic relaxation time; MV: Mitral valve; E: Early ventricular filling velocity; A: Late ventricular filling velocity; AoV: Aortic valve; VTI: Velocity time integral; SV: Stroke volume; CO: cardiac output; TV: tricuspid valve. *: *P*-value < 0.05, **: *P*-value < 0.01, ns: not statistically significant (*P* value > 0.05)

We thus investigated further heart morphology and ultrastructure. Heart slices were stained with hematoxylin and eosin (Fig. 5A). Compared to their WT littermates, the *Mtm1*^−/y^ mice did not exhibit any striking abnormalities in terms of inflammation, necrosis, fibrosis, or cardiomyocytes hypertrophy. To study subcellular structure and organization, we then conducted transmission electron microscopy. This demonstrated a normal organization of sarcomere, contractile filaments, mitochondria and membrane structures (Fig. 5B).

Overall, while these data suggested the presence of a mild cardiac phenotype without obvious structural alterations once the myopathy is well established. Compared to the skeletal muscle defects that include strong muscle weakness, muscle and myofiber hypotrophy, and disorganization of sarcomeres and organelles [48] (Supplementary Figure S4), the cardiac phenotype is very mild.

To investigate the underlying reasons for the substantial difference in severity between cardiac (minor defects) and skeletal muscle (strong impairment and disorganization), we analyzed RNA-seq data obtained from cardiac muscle samples of *Mtm1*^−/y^ and WT mice. Principal component analysis showed that PC1 and PC4 (68% cumulative variance) separated the genotypes (Fig. 5C). 

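Marker scores of atrial cardiomyocytes, white adipocytes and hepatocytes, each a mean of log2 CPM, were compared between the hearts. The atrial score was 7.16 ± 2.02 in WT and 4.27 ± 1.84 in *Mtm1* -/y (SD, n = 4 each; exact permutation test, two-sided, p = 0.0571). The atrial light chain *Myl4* ranged from 50.5 to 6086 plain CPM over the 4 WT hearts. Over the 4 *Mtm1* -/y hearts it ranged from 4.83 to 1202 plain CPM. The white adipocyte score was 4.07 ± 0.49 in WT and 3.03 ± 0.16 in *Mtm1* -/y heart (SD, n = 4 each), with every *Mtm1* -/y heart below every WT heart (exact permutation test, two-sided, p = 0.0286). The hepatocyte score was 0.72 ± 0.44 and 1.57 ± 0.32 (SD, n = 4 each; p = 0.0571 in the same exact permutation test). PC1 of the hearts held 57.7% of the variance and PC4 7.25%, together 64.9%. Neither separated the genotypes without overlap on its own (exact permutation tests, two-sided, p = 0.0857 and 0.114, both 0.4 adjusted over 7 PCs). In the plane of PC1 and PC4 a straight line parted the 2 genotypes, as it did for 5 of the 35 splits of the hearts into 4 and 4, the real one included. A line parted the genotypes in 2 of the 21 pairs of PCs.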

Differential gene expression analysis revealed 68 DEGs (Fig. 5D), and GSEA revealed a 664 significantly affected pathways (Fig. 5E).

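White adipocyte markers were lower in *Mtm1* -/y heart, in 18 of 21 genes, with a median log2 fold change of −2.24 (camera adjusted p = 2.4e-25, p = 0.0070 with an estimated correlation). By edgeR 0 of them passed over all genes, 15 were lower and 1 higher adjusted over the list alone, 15 were lower at an unadjusted p under 0.05, and DESeq2 called 13 lower. The satiety hormone gene *Lep* is an example (log2 fold change −3.37, DESeq2 adjusted p = 0.00011), chosen after its values were seen. Atrial cardiomyocyte markers were lower in 11 of 12 genes (median −2.40, camera adjusted p = 2.7e-06, p = 0.10 with an estimated correlation). Of these 0 were called by edgeR over all genes, 2 adjusted over the list alone, 2 at an unadjusted p under 0.05 and 2 by DESeq2. With the white adipocyte score as a covariate, which separates the genotypes without overlap, the atrial median was 1.37 (camera adjusted p = 0.53). The atrial hormone *Nppa* was at 6020 ± 8763 CPM in WT and 1006 ± 1412 CPM in *Mtm1* -/y (SD, n = 4 each; log2 fold change −2.58, SE 1.27, adjusted p = 0.55). Hepatocyte markers were higher in 29 of 32 genes at low levels (median 2.24, camera adjusted p = 2.0e-36, p = 0.023 with an estimated correlation), with *Alb* at 7.87 CPM in WT and 53.3 CPM in *Mtm1* -/y. Of these edgeR called 0 over all genes, 26 higher and 1 lower adjusted over the list alone, 27 higher at an unadjusted p under 0.05, and DESeq2 called 8 higher. Muscle atrophy and glucocorticoid-responsive genes had a median of −0.21 over 34 genes (camera adjusted p = 3.5e-05, p = 0.027 with an estimated correlation), with 5 lower adjusted over the list alone. Cardiac stress genes had a median of −0.24 over 22 genes (camera adjusted p = 0.12), and passed camera without *Mtm1* -/y heart 3 (−0.25).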

### Cardiac and skeletal muscles display an opposite dysregulation pattern at the transcriptome level

Strikingly, several affected pathways in the heart were inversely affected in the skeletal muscles (Fig. 5E; Supplementary Figure S9, Supplementary Dataset S14). For example, the common skeletal muscle signature identified in this study included upregulation of pathways related to the extracellular matrix and cell adhesion, and downregulation of pathways related to mitochondrial function (oxidative phosphorylation, complex I biogenesis, respiratory electron transport, fatty acid metabolism…), and the dysregulation of these pathways was inverted in the heart.

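When the difference between heart and gastrocnemius was itself tested, the respiratory chain and matrix lists passed camera at its preset correlation, and with an estimated correlation neither passed (adjusted p = 0.43 and 0.18). In *Mtm1* -/y heart 56 of 79 nuclear-encoded genes of oxidative phosphorylation were higher, with a median log2 fold change of 0.12 (camera adjusted p = 0.020, p = 0.61 with an estimated correlation). *Atp5a1*, the alpha subunit of ATP synthase, had a log2 fold change of 0.21 (SE 0.14, n = 4 each, adjusted p = 0.57). The call on oxidative phosphorylation was lost without WT 4 (median 0.00) or *Mtm1* -/y 2 (0.14). The tricarboxylic acid cycle was higher in 24 of 25 genes (median 0.19, camera adjusted p = 7.0e-06, p = 0.26 with an estimated correlation), fatty acid oxidation in 20 of 25 (0.19, 0.00030, p = 0.28 with an estimated correlation) and the mitochondrial ribosome in 63 of 76 (0.11, 0.00057, p = 0.47 with an estimated correlation). The last call was lost without WT 4 (0.02). Of 55 matrix glycoproteins and proteoglycans 49 were lower in *Mtm1* -/y heart (median −0.54, camera adjusted p = 7.9e-12, p = 0.091 with an estimated correlation), for example the proteoglycan decorin, *Dcn* (log2 fold change −0.40, SE 0.21, adjusted p = 0.55). Collagens were lower in 30 of 37 genes (median −0.40, camera adjusted p = 2.2e-06, p = 0.15 with an estimated correlation). No gene of these 6 heart lists passed edgeR's test, also adjusted over the list alone, or DESeq2. At an unadjusted p under 0.05 there were 18 lower matrix genes, 11 lower collagens, 2 lower genes of the mitochondrial ribosome, 1 higher and 2 lower genes of oxidative phosphorylation, and 1 higher gene each of the tricarboxylic acid cycle and of fatty acid oxidation. White adipocyte markers moved with the matrix genes in the heart, with a median of −2.24, atrial markers with a median of −2.40, and fibroblast markers with a median of −0.56, lower in 15 of 16 genes (camera adjusted p = 2.5e-07, p = 0.10 with an estimated correlation). With the white adipocyte score as a covariate, which separates the genotypes in the heart without overlap, the median was −0.20 for oxidative phosphorylation and 0.20 for the matrix genes. With the atrial score it was −0.10 and −0.033. The medians also turned with the white adipocyte score for the tricarboxylic acid cycle (−0.15), fatty acid oxidation (−0.22), the mitochondrial ribosome (−0.18), collagens (0.25) and fibroblast markers (0.17), and with the atrial score for the tricarboxylic acid cycle (−0.0039) and the mitochondrial ribosome (−0.075). A covariate that separates the genotypes takes their difference with it. The fits with the white adipocyte score therefore cannot tell the share of fat from the genotype.
Between heart and gastrocnemius the genotype effect on oxidative phosphorylation differed by a median of 0.39 (29 genes higher and 2 lower in the heart at an adjusted p under 0.05, camera adjusted p = 2.1e-09, p = 0.22 with an estimated correlation) and that on matrix glycoproteins and proteoglycans by −1.26 (1 higher and 24 lower, camera adjusted p = 1.1e-13, p = 0.047 with an estimated correlation). Between heart and diaphragm these medians were 0.28 (camera adjusted p = 1.4e-09, p = 0.23 with an estimated correlation) and −1.18 (camera adjusted p = 7.5e-35, p = 0.0065 with an estimated correlation). In that comparison edgeR, the 1 tool run, passed 0 genes of either list over all genes. Adjusted over the list alone 0 genes and 29 lower in the heart passed, and at an unadjusted p under 0.05 there were 8 higher and 37 lower. From the opposite direction of these pathways in heart and skeletal muscles, from biochemical measures altered in skeletal muscle alone and from the well preserved function and structure of the heart, where it found mild functional changes, the paper proposes that the heart may compensate for the loss of myotubularin.

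**Figure D2:**
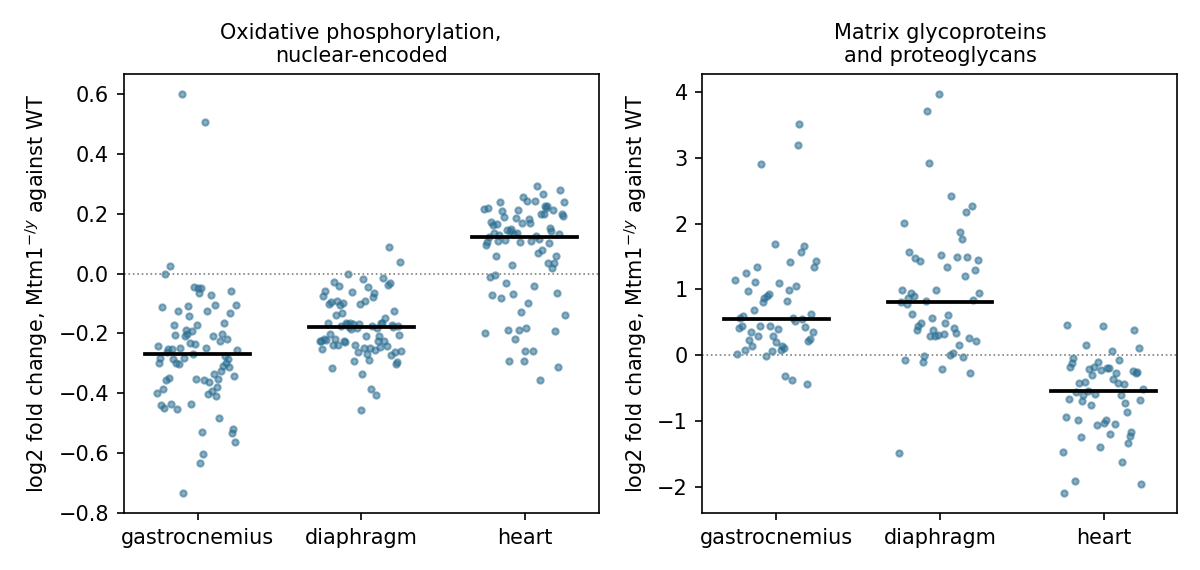
Log2 fold changes of *Mtm1* -/y against WT in the gastrocnemius, diaphragm and heart, with each point a gene of the nuclear-encoded oxidative phosphorylation list or of the list of matrix glycoproteins and proteoglycans, and lines at the medians. The medians are −0.27, −0.18 and 0.12 for oxidative phosphorylation and 0.55, 0.80 and −0.54 for the matrix genes.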

Impaired mitochondrial function, in particular oxidative phosphorylation deficiency, is associated with an increased production of reactive oxygen species (ROS) and an increase in the level of the ROS detoxification enzyme SOD2, a superoxide dismutase located in the mitochondria [49]. Thus, we quantified ROS in skeletal and cardiac muscle with a dihydroethidium (DHE) assay (Fig. 6A), which showed elevated levels of ROS in TA and gastrocnemius but no difference in the heart. Then, we measured the levels SOD2 to evaluate whether antioxidant defenses against ROS varied in skeletal versus cardiac muscles. SOD2 was downregulated in tibialis anterior and gastrocnemius with no statistical differences in heart and diaphragm (Fig. 6B, Supplementary Figure S10A-D).

**Fig. 6:**
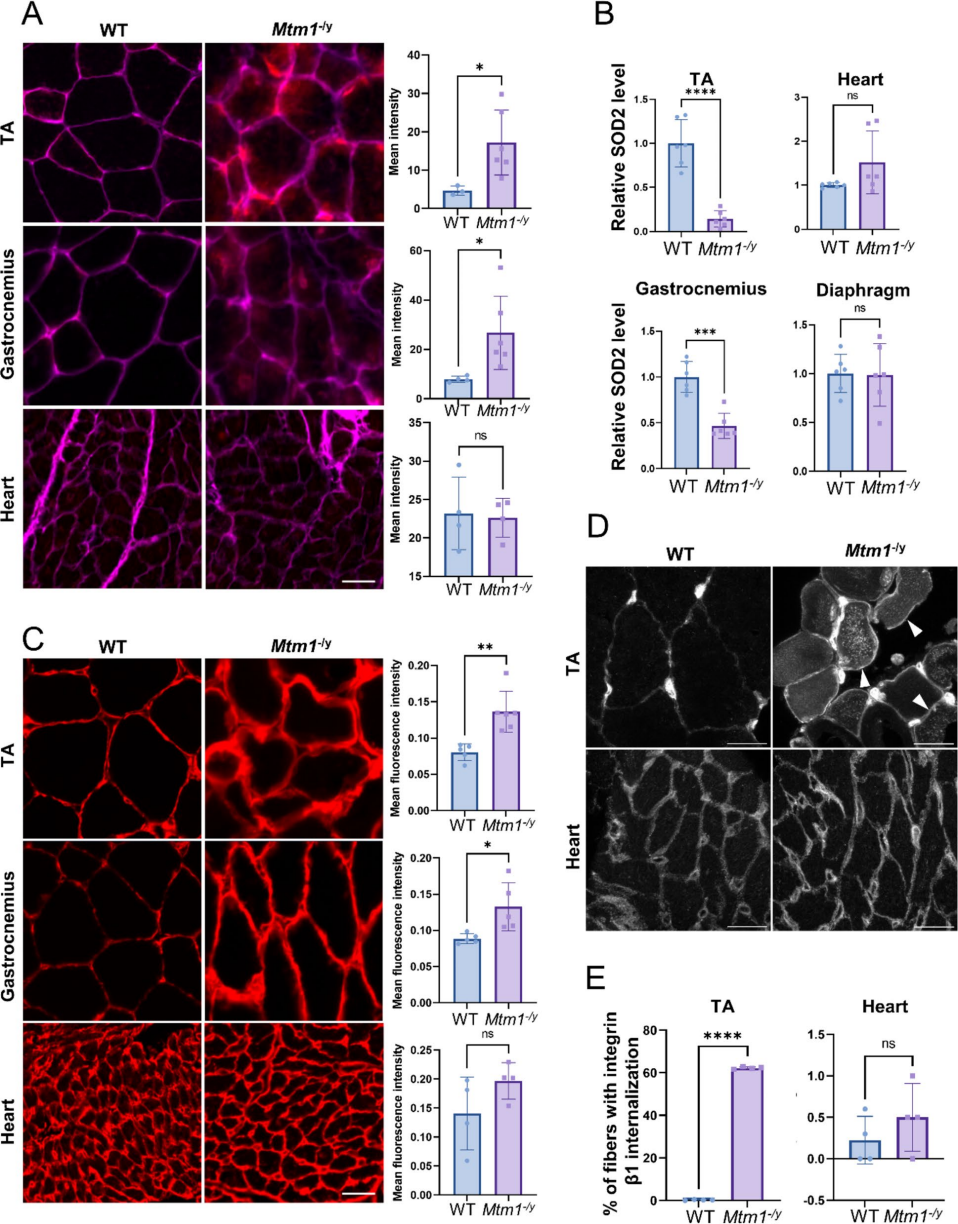
Investigation of the pathways inversely dysregulated in the heart compared to the skeletal muscles. **A** ROS quantification with DHE assay in tibialis anterior (TA), gastrocnemius and heart. Representative fluorescent images (left) and ROS signal intensity quantification (right). Same scale for all images, scale bar 20 μm. **B** Protein level of SOD2 in TA, diaphragm, gastrocnemius and heart of WT and *Mtm1*^−/y^ mice (*n* = 6) obtained by western blotting with standardization by Ponceau red staining. The fold difference from the average of the WT is shown. **C** Representative immunofluorescent staining images of laminin (left) and signal intensity quantification in a 2 μm-wide pericellular region (right) in tibialis anterior (TA), gastrocnemius and heart. Same scale for all images, scale bar 20 μm. **D** Representative immunofluorescent staining images of integrin β1 in TA and heart. Arrows indicate examples of fibers showing abnormal localization of integrin β1. Scale bars 20 μm. **E** Quantification of fibers with abnormal integrin β1 localization in TA and heart (*n* = 4). *Mtm1*^−/y^ and WT littermates samples were taken at 7 weeks for all panels. Student’s t-test: ns *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001

Extracellular matrix (ECM) defects are well known in skeletal muscle affected by XLMTM, with smaller and rounder myofibers and increased inter-fiber space [3]. Therefore, we monitored laminin in cardiac and skeletal muscle with immunofluorescent assays, which revealed a thicker laminin signal around skeletal muscle fibers but not in the heart (Fig. 6C). Additionally, MTM1 has been shown to control focal adhesion and integrins recycling [3, 4]. We performed immunofluorescence staining to quantify the amount of cardiac and skeletal muscle fibers presenting abnormal β1 integrin localization. We confirmed abnormal β1 integrin internalization in tibialis anterior of *Mtm1*^−/y^ mice, while no defects were detected in the heart (Fig. 6D-E).

The main substrate of MTM1 is PtdIns3*P*. PtdIns3*P* is composed of two fatty acid chains and one inositol molecule phosphorylated at position 3 of the ring [50]. In addition, PtdIns3*P* and MTM1 are main regulators of protein endocytosis and recycling [51], including integrins [52]. Therefore, we measured PtdIns3*P* levels in WT and *Mtm1*^−/y^ cardiac and tibialis anterior muscles. While the level of PtdIns3*P* was significantly increased in *Mtm1*^−/y^ tibialis anterior as expected, we observed no significant dysregulation in the heart (Fig. 7A). In addition, we assessed the level of DNM2, another protein mutated in CNM and a key regulator of membrane and protein trafficking. Western blot analysis revealed a 2.2-fold increase of DNM2 in tibialis anterior muscle and a normal level in heart in *Mtm1*^−/y^ mice compared to WT mice (Fig. 7B; Supplementary Figure S10E-F).

**Fig. 7:**
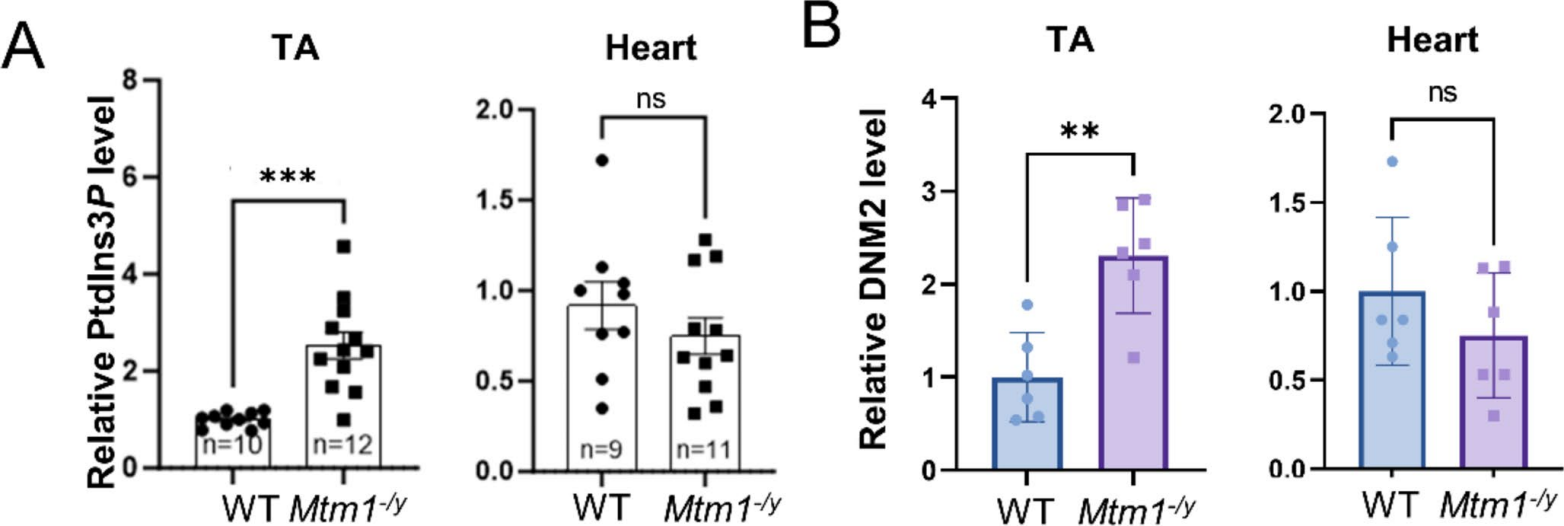
Investigation of PtdIns3*P* and DNM2 levels in the heart and TA. **A** PtdIns3*P* level in *Mtm1*^−/y^ TA and heart as the fold difference from the average of the WT at 7 weeks. **B** Protein level of DNM2 in tibialis anterior (TA) and heart of WT and *Mtm1*^−/y^ mice (*n* = 6) obtained by western blotting with standardization by Ponceau red staining in *Mtm1*^*−/y*^ and WT mice at 7 weeks, represented as the fold difference from the average of the WT. Student’s t-test: *P < 0.05, **P < 0.01, ***P < 0.001

In conclusion, we found an inverted dysregulation of specific pathways in heart compared to skeletal muscle at the transcriptome level. We confirmed the strong alteration of these pathways in skeletal muscle at the biochemical level while they were unaffected in heart. These data, combined to the good preservation of heart function and morphology, suggest that the modulation of these pathways constitutes a molecular compensatory mechanism in heart.

## Discussion

In this study, we investigated potential organ-specific defects linked to XLMTM in the *Mtm1*^*−/y*^ mouse model. RNA-seq investigations of several skeletal muscles, heart, and liver highlighted that transcriptional alterations are highly organ-specific. A limitation of this present study is the comparison of transcriptome from different muscles and ages, nevertheless comparison of our data obtained on different muscles and with previously published datasets highlighted similar pathways in the different muscle types and ages. A disease signature common to several skeletal muscles including diaphragm confirmed dysregulation of muscle development, inflammation, cell adhesion and extracellular matrix, and revealed novel altered pathways such as oxidative phosphorylation. Conversely to skeletal muscles which are affected by severe muscle weakness and major myofiber disorganization and hypotrophy, heart displayed only mild functional alterations without obvious structural defects. Concordantly, we found an inverted dysregulation of specific pathways in heart compared to skeletal muscle at the transcriptome level. Indeed, biochemical and cellular experiments showed that mitochondrial function as well as cell adhesion and beta integrin trafficking were strongly affected in skeletal muscle and normal in cardiac muscle. Moreover, biomarkers reflecting the molecular activity of MTM1, as PtdIns3*P* and DNM2 levels, were significantly increased in the skeletal muscle of the *Mtm1*^*−/y*^ mouse but not in cardiac muscle, suggesting a compensatory mechanism in heart. Concerning liver function and morphology, there were no defects noted in the *Mtm1*^*−/y*^ mouse.

### Hepatic function in XLMTM

XLMTM male patients may display hypertransaminemia, hyperbilirubinemia and intrahepatic cholestasis [16–18], and these signs were exacerbated with AAV-MTM1 gene therapy. In addition, long-term survivors sometimes die from hepatic peliosis. Functional biochemistry, histology and transcriptomic analyses did not reveal any liver defects *Mtm1*^*−/y*^ mouse when they display a clear skeletal muscle phenotype. While it would be interesting to investigate liver integrity at older ages, the *Mtm1*^*−/y*^ mice die from the myopathy at about 5–9 weeks. Female *Mtm1*^−/+^ mice do not present obvious motor defects and live longer than the *Mtm1*^−/y^ males. Our study shows that heterozygous deficiency of *Mtm1* is not sufficient to cause detectable liver defects in these mice. A possibility would be to characterize liver function in the milder *Mtm1*^*R69C/y*^ mouse engineered with a missense mutation linked to a mild patient phenotype [53]. However, preliminary analysis of this model showed normal liver with no sign of hepatic peliosis. It is possible this mutation may associate the mild myopathy with a weaker impact on liver. Another option would be to challenge the *Mtm1*^−/y^ mouse models in order to induce liver defects. Nevertheless, it is still unclear if there is a trigger for this phenotype in patients, and what it could be, although vaccination or infection preceded liver defects in several cases [17]. Lastly, the MTM1 function in liver might vary between mice and humans. As a result, the mouse might not serve as the ideal animal model to study this particular phenotype. Of note, liver histology was found normal in XLMTM dogs with an MTM1 mutation, while *mtm* zebrafish displayed hepatic cholestasis with impaired bile flux and structural abnormalities of the bile canaliculus [19, 54].

### Potential compensatory mechanisms in cardiac versus skeletal muscles

Through a comparative transcriptomic analysis of tibialis anterior, gastrocnemius and diaphragm, we identified dysregulated pathways common to different skeletal muscles, and thus probably representing the main causes and consequences of XLMTM. It confirmed dysregulation of muscle development and contraction, cell adhesion and extracellular matrix, mitochondrial metabolism, and inflammation [23, 24, 44]. Here, we also validated a decreased expression of SOD2, a mitochondrial superoxide dismutase regulating ROS, and the abnormal retention of intracellular of β1 integrin. These findings helped in deciphering the pathomechanism of the disease. Defects in muscle development and contraction could underly the early onset and severe muscle weakness, and cell adhesion alterations would lead to the smaller and rounder myofibers with centralized nuclei that are the histopathological hallmarks of XLMTM [6–8].

Conversely to skeletal muscles, only a mild cardiac phenotype without obvious structural alterations was detected. It is envisaged that the few altered cardiac parameters in the *Mtm1*^*−/y*^ mouse are related to the pronounced skeletal muscle and respiratory failures. Indeed, the vast majority of XLMTM patients die from respiratory failure. In two studies covering 145 and 50 XLMTM patients, a single case of cardiomyopathy was reported [55, 56].

The extreme difference in severity between cardiac and skeletal muscles suggests a compensatory mechanism preserving the heart that is not present in skeletal muscle. It was thus important to investigate the heart transcriptome as it could highlight key pathomechanisms and potential therapeutic targets. We found an inverted dysregulation of specific pathways in heart compared to skeletal muscle at the transcriptome level in the *Mtm1*^*−/y*^ mouse. Specifically, cell adhesion and integrins pathways were upregulated in muscle and downregulated in heart. Conversely, mitochondrial function and metabolism pathways were downregulated in skeletal muscle and upregulated in heart. We confirmed through biochemical and immunolocalization experiments of SOD2 and β1 integrin that these pathways are indeed altered in skeletal muscle but normal in heart. Therefore, in *Mtm1*^−/y^ mice, the liver is unaffected at all levels, but the heart is sensitive to myotubularin deficiency, as shown by the separation the genotypes on the PCA (Fig. 5C), and the dysregulation of pathways at the transcriptomic level identified with GSEA (Fig. 5D). Therefore, several of these pathways may act as a compensatory mechanism and prevent the cellular and functional phenotypes observed in skeletal muscles. These patterns of opposite dysregulation highlight that these pathways represent key pathomechanism leading to skeletal muscle disorganization and weakness.

Previous work has highlighted similar compensatory mechanisms in dysferlin-deficient muscular dystrophy, a muscular disorder without myocardial involvement. Using microarray gene expression profiling, the authors showed an upregulation of CD55, a complement inhibitory factor, in the heart compared to a downregulation in skeletal muscle. Loss of CD55 leads to an increased susceptibility to complement attack in skeletal muscle, and its upregulation in the heart may explain the preserved cardiac function [57]. Subsequent work showed that genetic disruption of the complement improved the muscle phenotype in dysferlin-deficient mice [58], which shows that the pathways implicated in compensatory mechanisms in non-affected cardiac muscle can be promising therapeutic targets to cure the disease in affected skeletal muscles.

To investigate further the mechanism of this opposite dysregulation, we investigated specific molecules linked to MTM1 function and CNM. The main substrate of MTM1, PtdIns3*P*, was increased in skeletal muscle and normal in heart in the *Mtm1*^*−/y*^ mouse. Such compensation in heart might be due to overactivation of MTM1 homologs sharing the similar enzymatic activity. However, no MTM-related (MTMRs) genes were found differentially expressed in our transcriptome data. Such overactivation may be happening at the protein level. 

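The myotubularin-related genes encode phosphatases of the same family and their inactive partners. In the gastrocnemius *Mtmr3* fell from 115 ± 9.41 to 86.8 ± 3.42 CPM (SD, n = 4 each; log2 fold change −0.40, adjusted p = 0.0027), *Mtmr6* fell (log2 fold change −0.29, adjusted p = 0.010) and *Mtmr11* rose (log2 fold change 0.61, adjusted p = 0.013). *Mtmr10* fell by 0.54 on the log2 scale (adjusted p = 0.019), a call lost without *Mtm1* -/y 1 (−0.46). No MTMR gene reached the fold change threshold of the paper. At adjusted p of 0.026 to 0.047, *Mtmr2*, *Mtmr7*, *Mtmr9*, *Mtmr14* and *Sbf1* also passed, with log2 fold changes of −0.22, 0.81, 0.22, −0.27 and −0.22. Among the refits without 1 library, the call of *Mtmr2* was kept without WT 4 or *Mtm1* -/y 2, that of *Mtmr7* without WT 1 or *Mtm1* -/y 1, that of *Mtmr9* without WT 1, that of *Mtmr14* without WT 3 or *Mtm1* -/y 4 and that of *Sbf1* without WT 3 or *Mtm1* -/y 1. In the other refits their log2 fold changes were −0.22 to −0.19, 0.70 to 0.82, 0.18 to 0.25, −0.30 to −0.21 and −0.22 to −0.20. In the diaphragm, heart and liver no MTMR gene passed at an adjusted p under 0.05 by edgeR.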

Of note, exogenous expression of MTMR2 in the muscle of the *Mtm1*^*−/y*^ mouse rescued the phenotypes [23, 43, 48, 59, 60]. Also, normalizing PtdIns3*P* level through inhibition of the PI3-kinase PIK3C2B rescued the *Mtm1*^*−/y*^ mouse [61, 62]. Another molecular explanation of the preserved function observed in heart may be DNM2, also mutated in CNM. Indeed, DNM2 protein level is increased in skeletal muscle of the *Mtm1*^*−/y*^ mouse, an induced increase of DNM2 in WT mice created a myotubular myopathy phenotypes, and normalization of DNM2 level fully rescued the *Mtm1*^*−/y*^ mouse [31, 43, 48]. Interestingly, DNM2 level is not altered in the heart of *Mtm1*^*−/y*^ mouse. A third molecule which may underly the preserved function in heart is BIN1. BIN1 is also mutated in CNM, exogenous expression of BIN1 efficiently rescued the *Mtm1*^*−/y*^ mouse phenotypes including integrin trafficking [3], and different splice isoforms of BIN1 are expressed in cardiac and skeletal muscle [63]. Exon 11 and 13 are respectively specific from skeletal or cardiac muscles.

Overall, by performing a multi-organ transcriptomic study in *Mtm1*^−/y^ mice, we found patterns of dysregulation suggesting compensatory mechanisms in the heart, an organ that is not affected in XLMTM. These pathways represent exciting therapeutic targets to cure the skeletal muscle phenotype caused by XLMTM.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

RNA-sequencing data for heart, liver, diaphragm and gastrocnemius samples have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE242761. RNA-sequencing data for tibialis anterior was obtained from a previous study and is accessible through GEO Series accession number GSE160084 [23]. The R code and data necessary to reproduce the bioinformatics analysis are available on Zenodo: 10.5281/zenodo.14184555. All other data underlying the results are available in the article and its supplemental material.

## Abbreviations

AAV: Adeno-associated virus
CNM: Centronuclear myopathies
DEGs: Differentially expressed genes
ECG: Electrocardiography
GSEA: Gene set enrichment analysis
PtdIns3*P*: Phosphatidylinositol 3-phosphate
TA: Tibialis anterior
XLMTM: X-Linked myotubular myopathy

# Supplementary material for: Potential compensatory mechanisms preserving cardiac function in myotubular myopathy
**Source:** Cell Mol Life Sci. 2024 Dec 3;81(1):476. doi: 10.1007/s00018-024-05512-9
**Supplement:** Supplementary file 2 — Supplementary Material 2

## Supplementary figures

**Figure S1.** Liver structure of *Mtm1*<sup>-/+</sup> females at 8 months.

**Figure S2.** Gene set enrichment analysis results of MSigDb “Hallmarks” gene sets in the liver

**Figure S3.** DNM2 Western Blot in the liver of *Mtm1*<sup>-/-</sup> and WT mice

**Figure S4.** Skeletal muscle defects in *Mtm1*<sup>-/-</sup> mice compared to WT

**Figure S5.** Principal component analysis of heart, gastrocnemius, diaphragm and tibialis anterior samples

**Figure S6.** Venn diagram of enriched GO terms in gastrocnemius, diaphragm, tibialis anterior (2 weeks and 7 weeks)

**Figure S7.** Gene set enrichment analysis results of Reactome pathways gene sets in the skeletal muscles

**Figure S8.** Comparison of RNA-seq datasets obtained from skeletal muscles of 129Pas and C57BL/6J *Mtm1*<sup>-/-</sup> and WT mice

**Figure S9.** Gene set enrichment analysis results of MSigDb Hallmarks, Reactome pathways and GO terms gene sets in cardiac and skeletal muscles.

**Figure S10.** SOD2 and DNM2 Western Blots.

## Figure S1

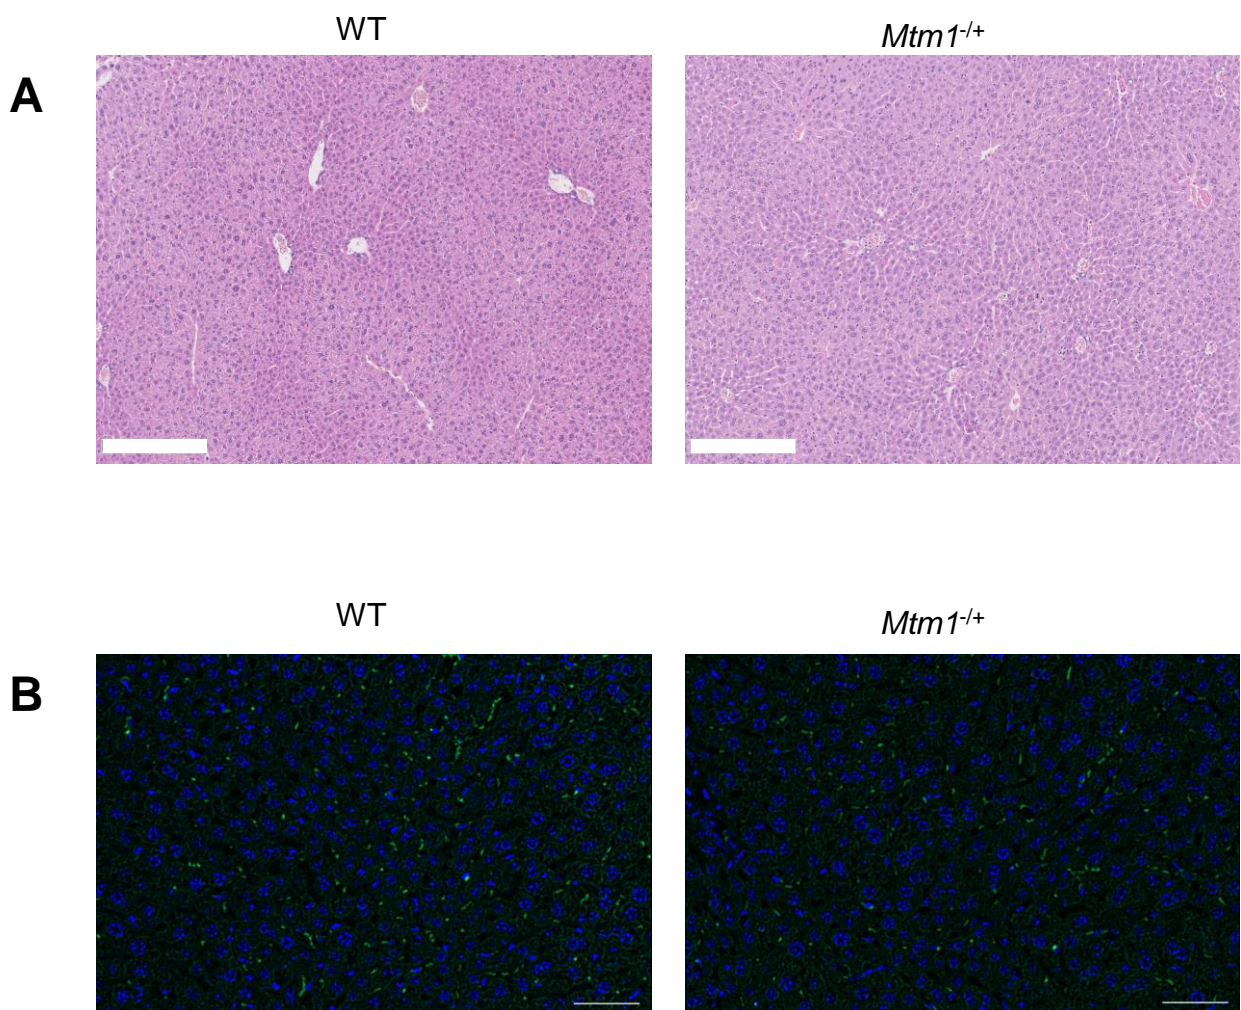

**Figure S1. Liver structure of *Mtm1*<sup>-/+</sup> females at 8 months. (A)** Hematoxylin and eosin histology (scale bar 250μm). **(B)** BSEP immunofluorescence (same scale bar for both images: 50μm)

Figure S2

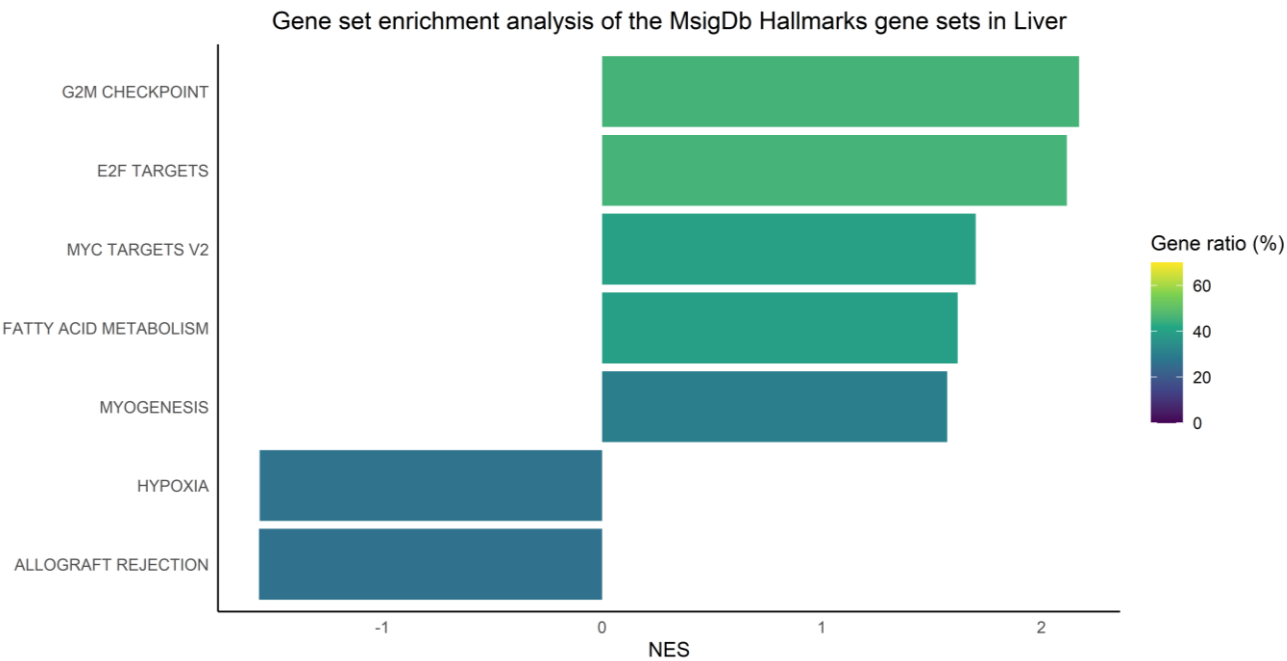

**Figure S2. Gene set enrichment analysis results of MSigDb “Hallmarks” gene sets in the liver.** Only statistically significant enrichment results are shown (BH adjusted  $P$  value < 0.05). Gene sets were taken from the “Hallmarks” mouse collection in the Molecular Signature Database (MsigDb). The gene ratio is computed as the number of leading edge genes divided by the total number of genes in the gene set. NES: Normalized Enrichment Score

# Figure S3

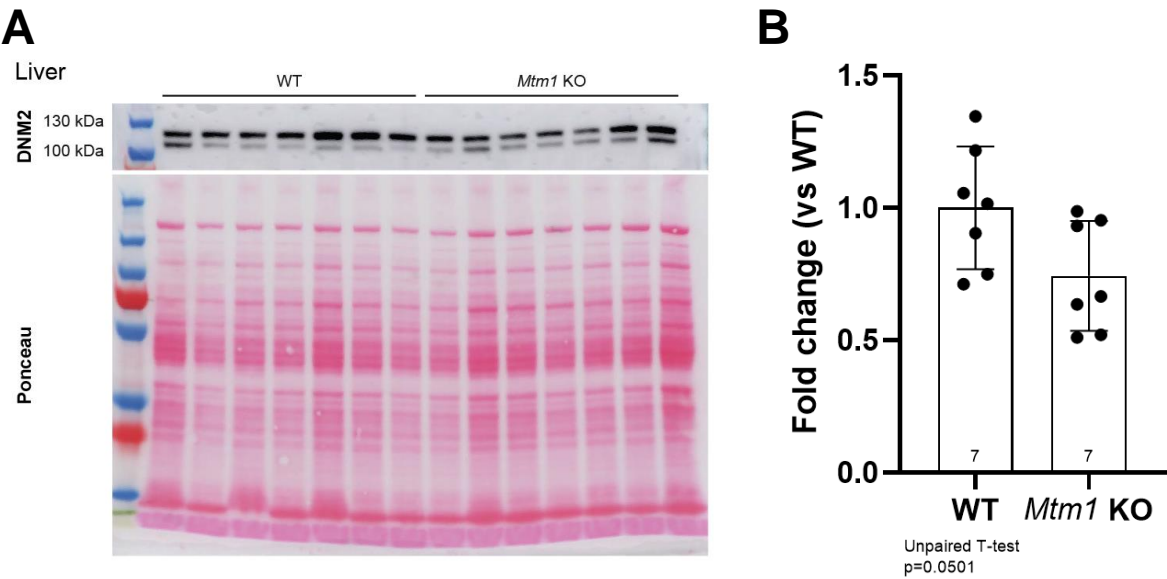

**Figure S3. DNM2 Western Blot in the liver of *Mtm1*<sup>-/-</sup> and WT mice. (A)** Immunostained DNM2 bands (top), Ponceau-stained full blot (bottom) **(B)** Relative DNM2 expression level

# Figure S4

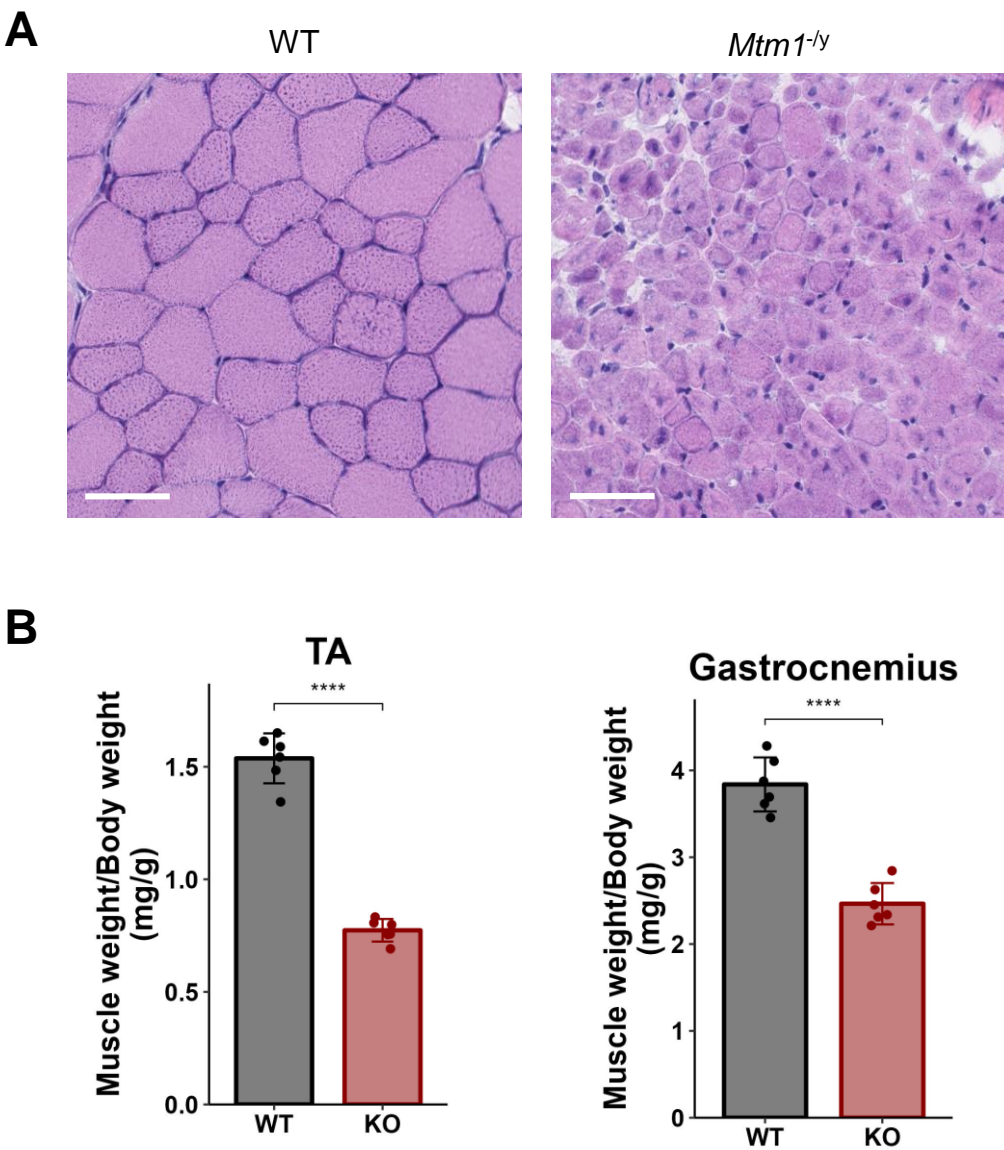

**Figure S4. Skeletal muscle defects in *Mtm1<sup>-/-</sup>* mice. (A)** Representative tibialis anterior histology of WT (left) and *Mtm1<sup>-/-</sup>* (right) mice at 5 weeks (H&E). Scale bars 50µm. **(B)** Bar plot showing tibialis anterior (left) and gastrocnemius (right) weights relative to body weight in WT and *Mtm1<sup>-/-</sup>* mice at 7 weeks. Student's t-test: ns:  $P > 0.05$ , \*:  $P < 0.05$ , \*\*:  $P < 0.01$ , \*\*\*:  $P < 0.001$ , \*\*\*\*:  $P < 0.0001$

Figure S5

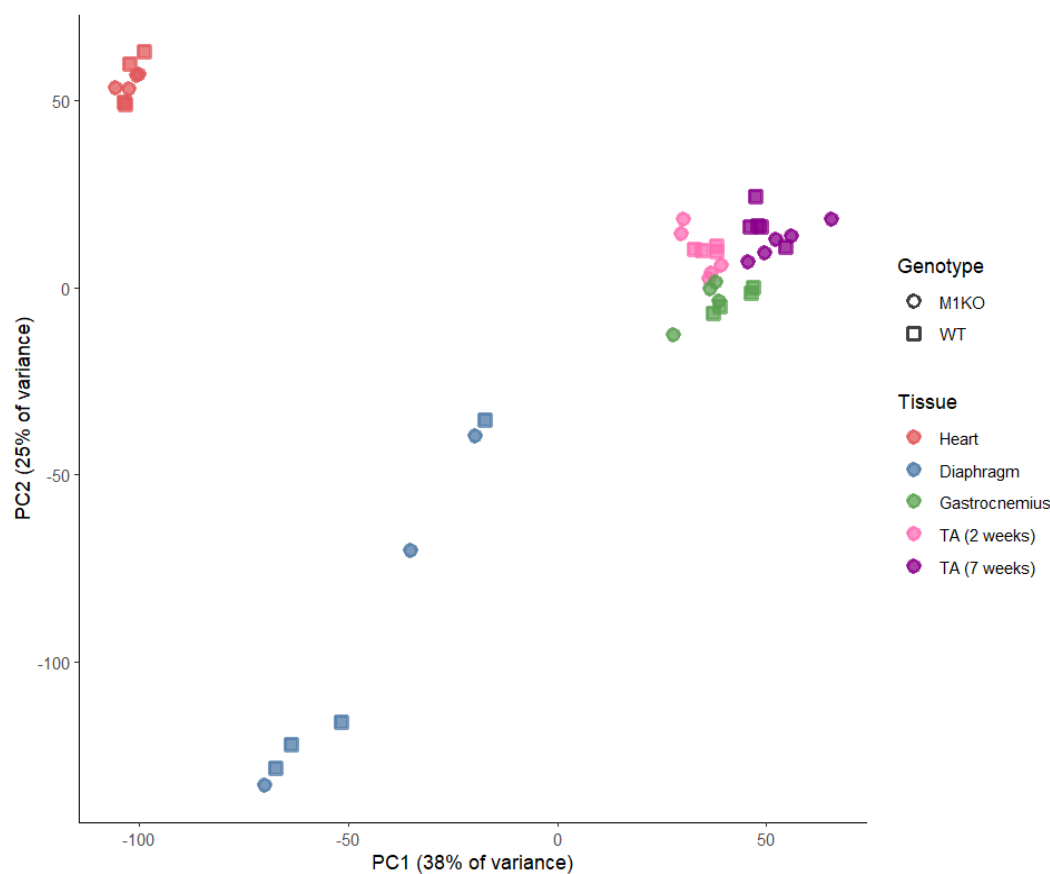

Figure S5. Principal component analysis of heart, gastrocnemius, diaphragm and tibialis anterior samples.

Figure S6

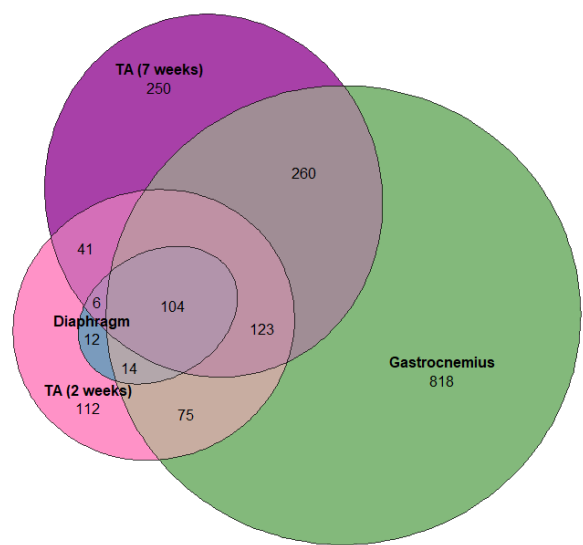

**Figure S6. Venn diagram of enriched GO terms in gastrocnemius, diaphragm, tibialis anterior (2 weeks and 7 weeks).** GO terms over representation analysis was performed based on the differentially expressed genes between *Mtm1*<sup>-/-</sup> and WT samples.

Figure S7

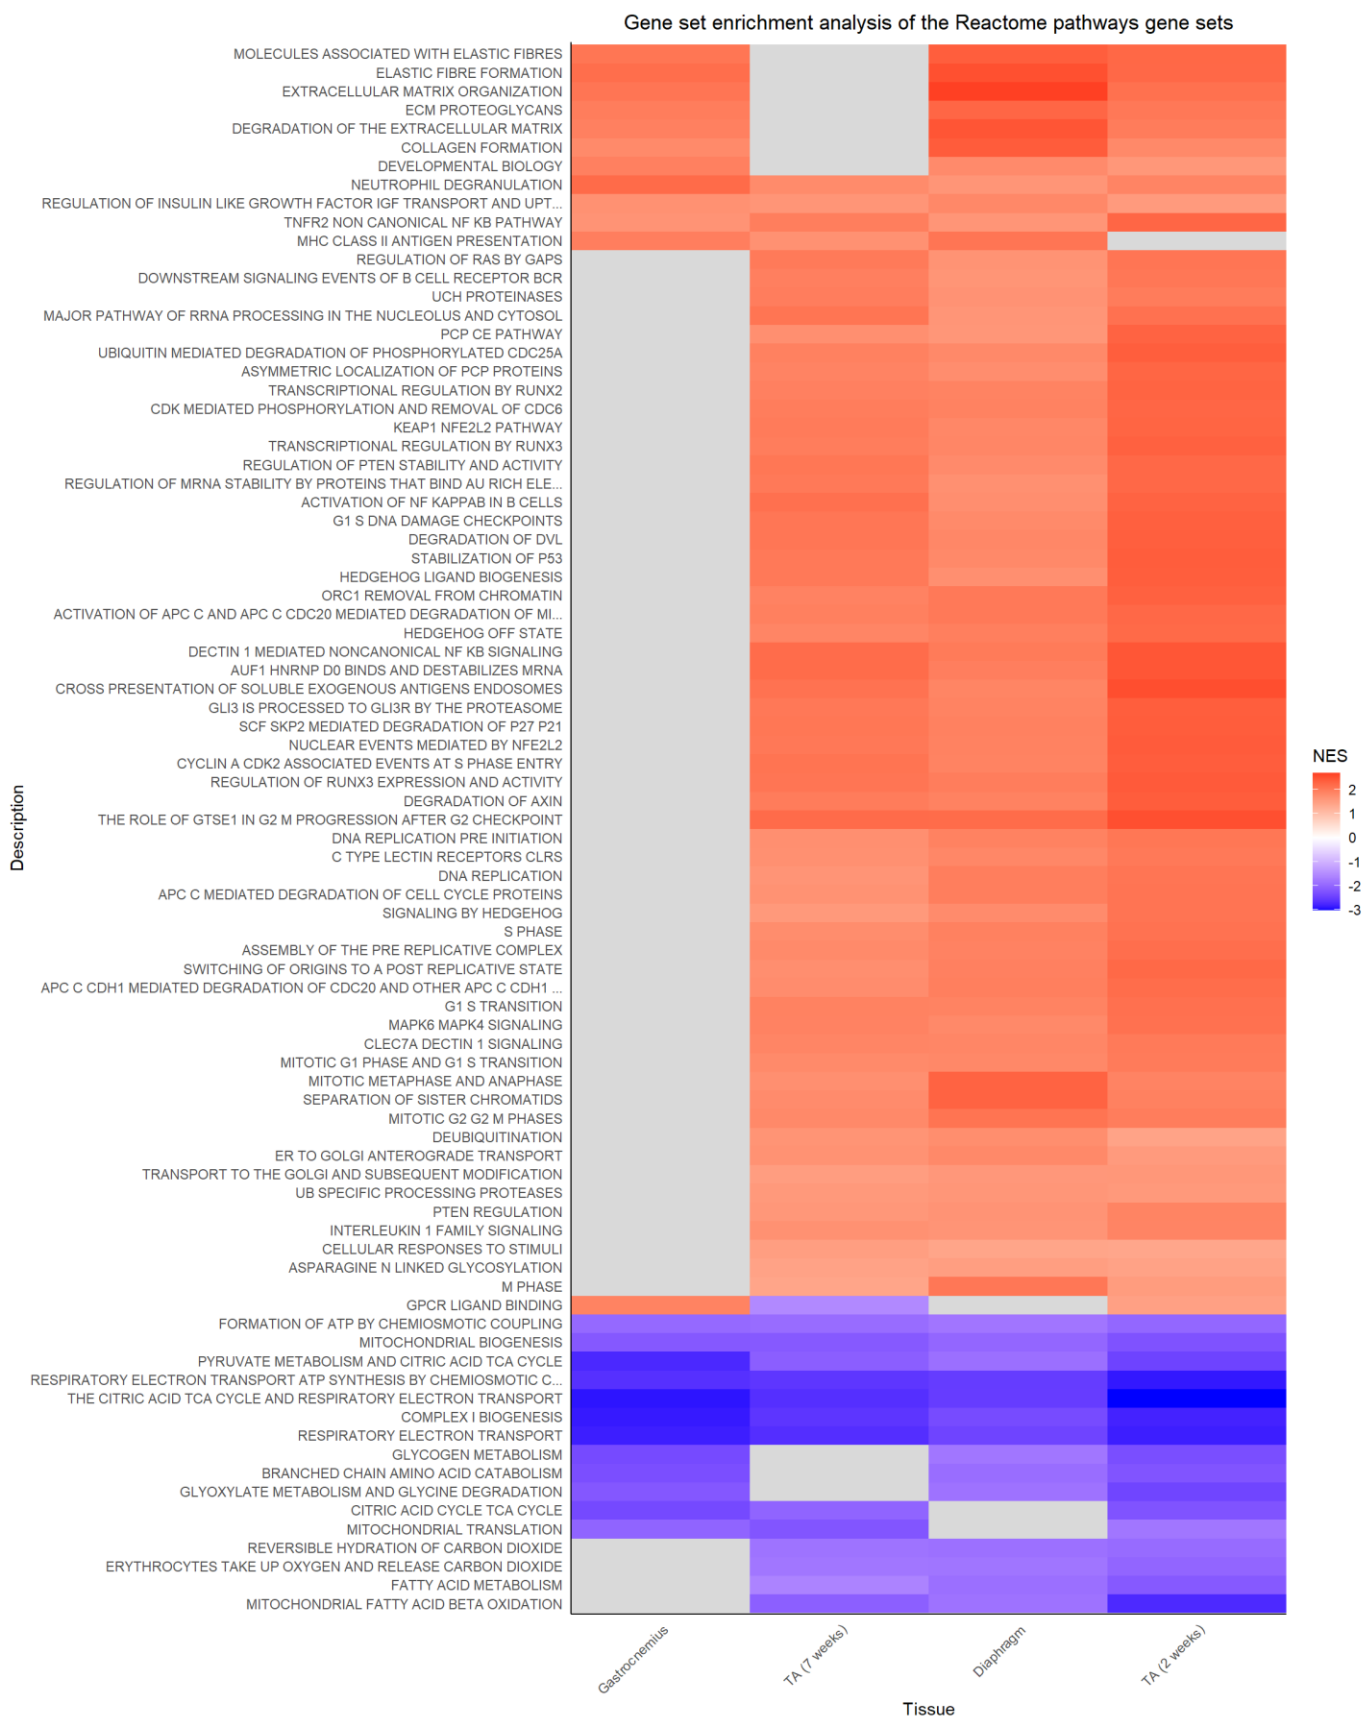

**Figure S7. Gene set enrichment analysis results of Reactome pathways gene sets in the skeletal muscles.** Red and blue respectively indicate statistically significant positive and negative normalized enrichment scores (NES). Gene sets with significant enrichment in at least three groups are shown.

Figure S8

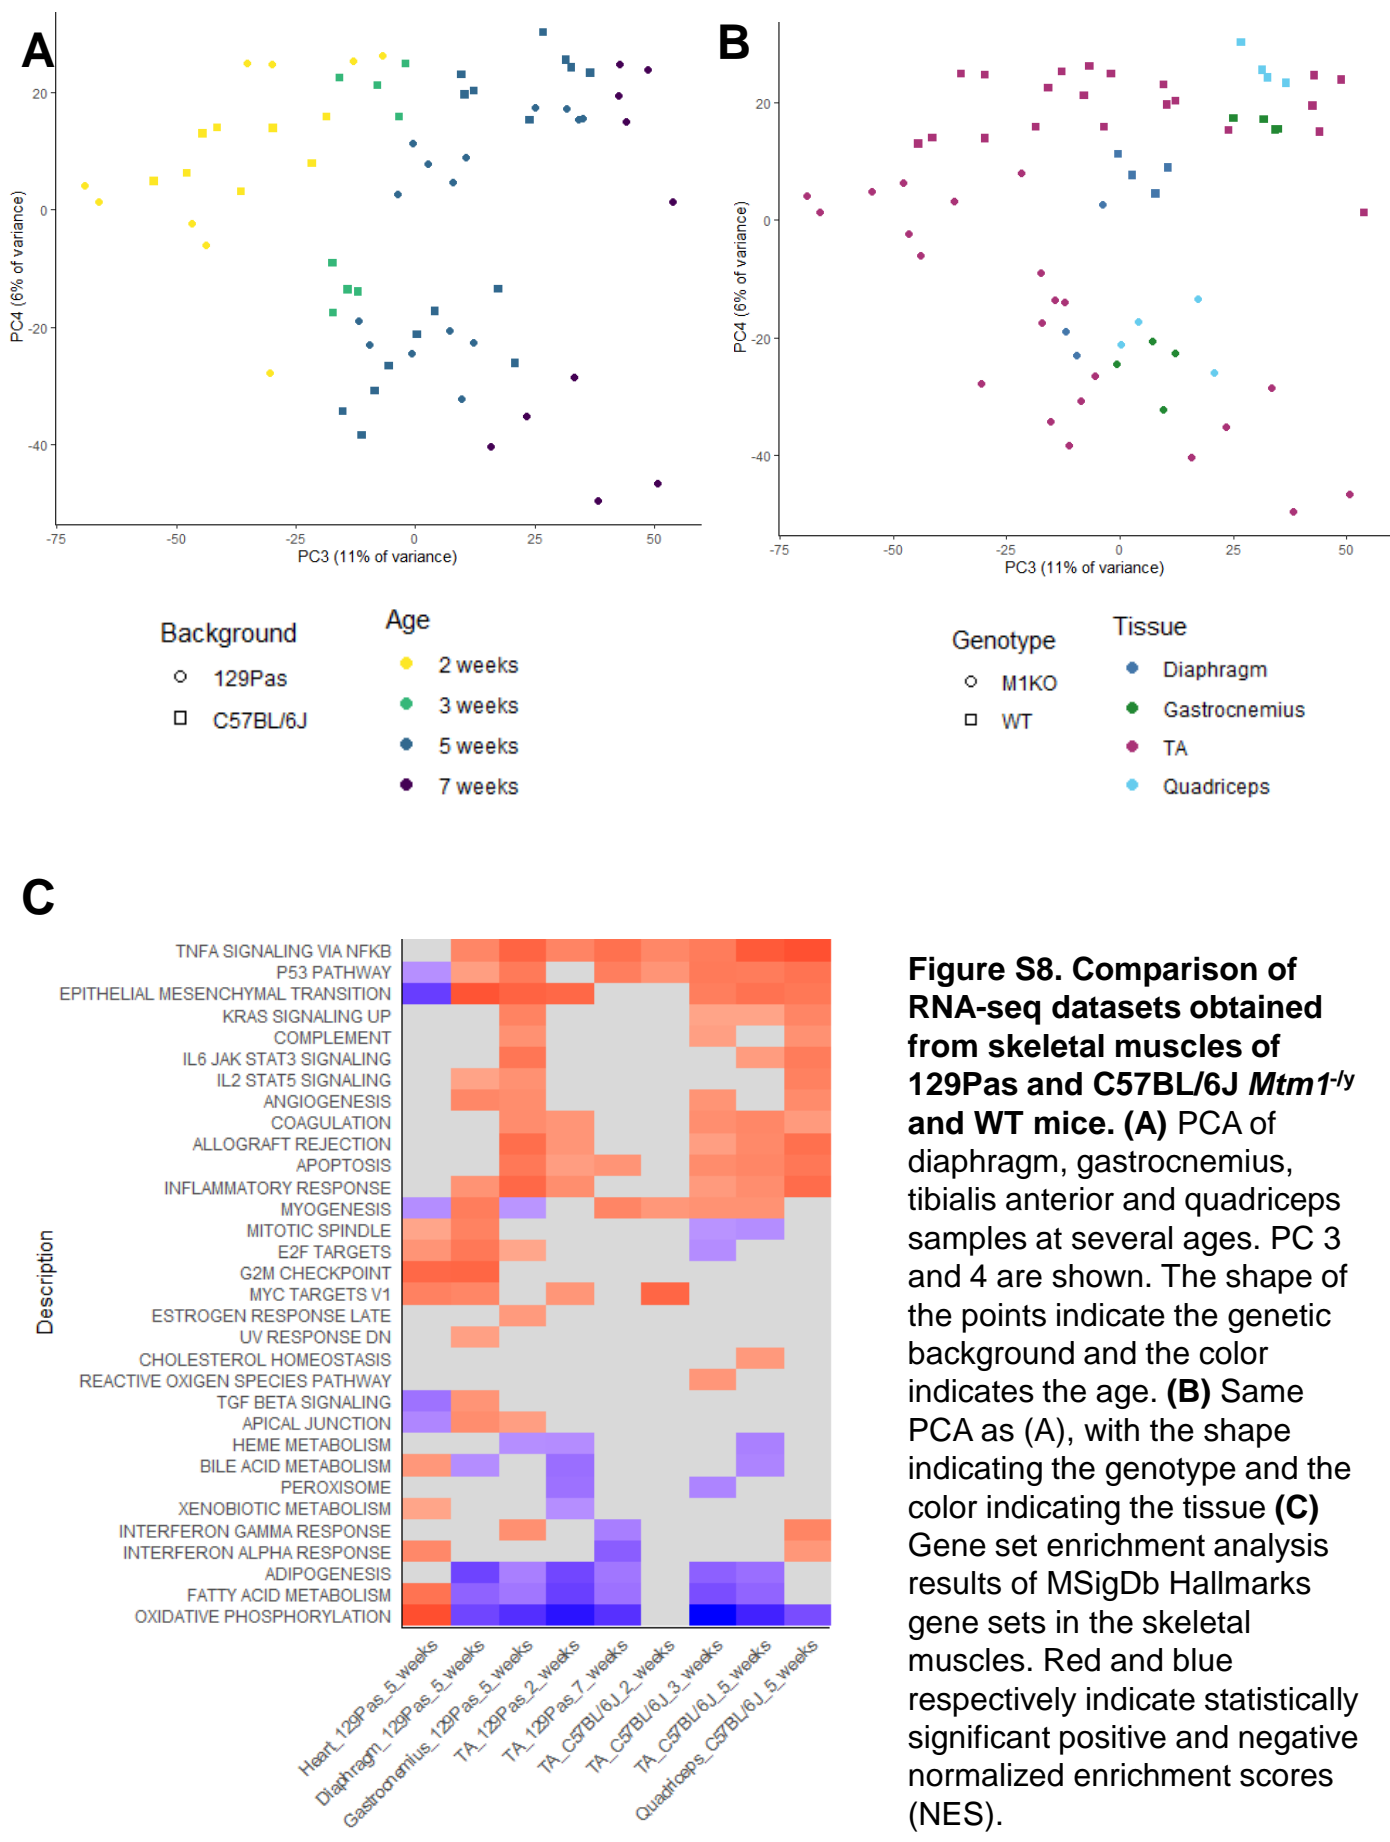

**Figure S8. Comparison of RNA-seq datasets obtained from skeletal muscles of 129Pas and C57BL/6J *Mtm1<sup>-/-</sup>* and WT mice. (A) PCA of diaphragm, gastrocnemius, tibialis anterior and quadriceps samples at several ages. PC 3 and 4 are shown. The shape of the points indicate the genetic background and the color indicates the age. (B) Same PCA as (A), with the shape indicating the genotype and the color indicating the tissue (C) Gene set enrichment analysis results of MSigDb Hallmarks gene sets in the skeletal muscles. Red and blue respectively indicate statistically significant positive and negative normalized enrichment scores (NES).**

Figure S9

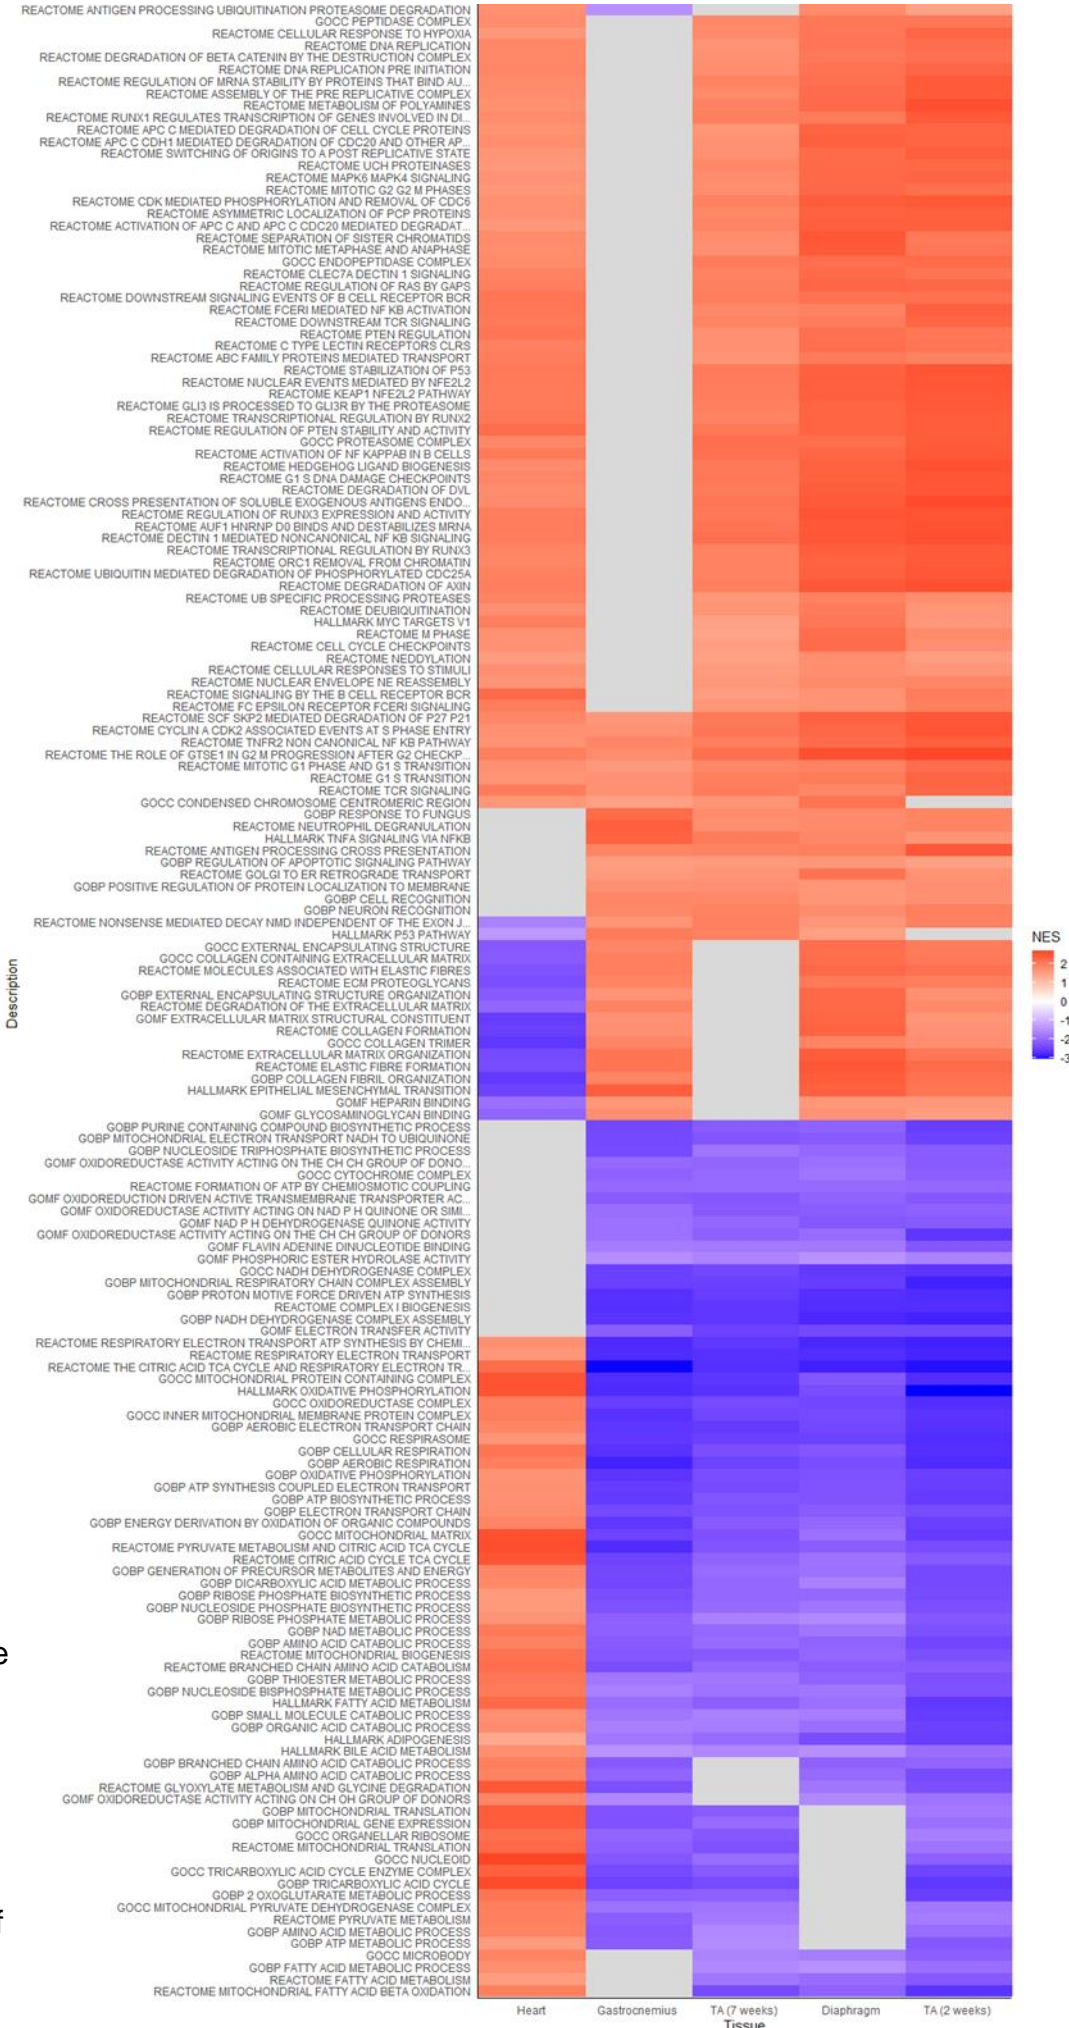

# Figure S10

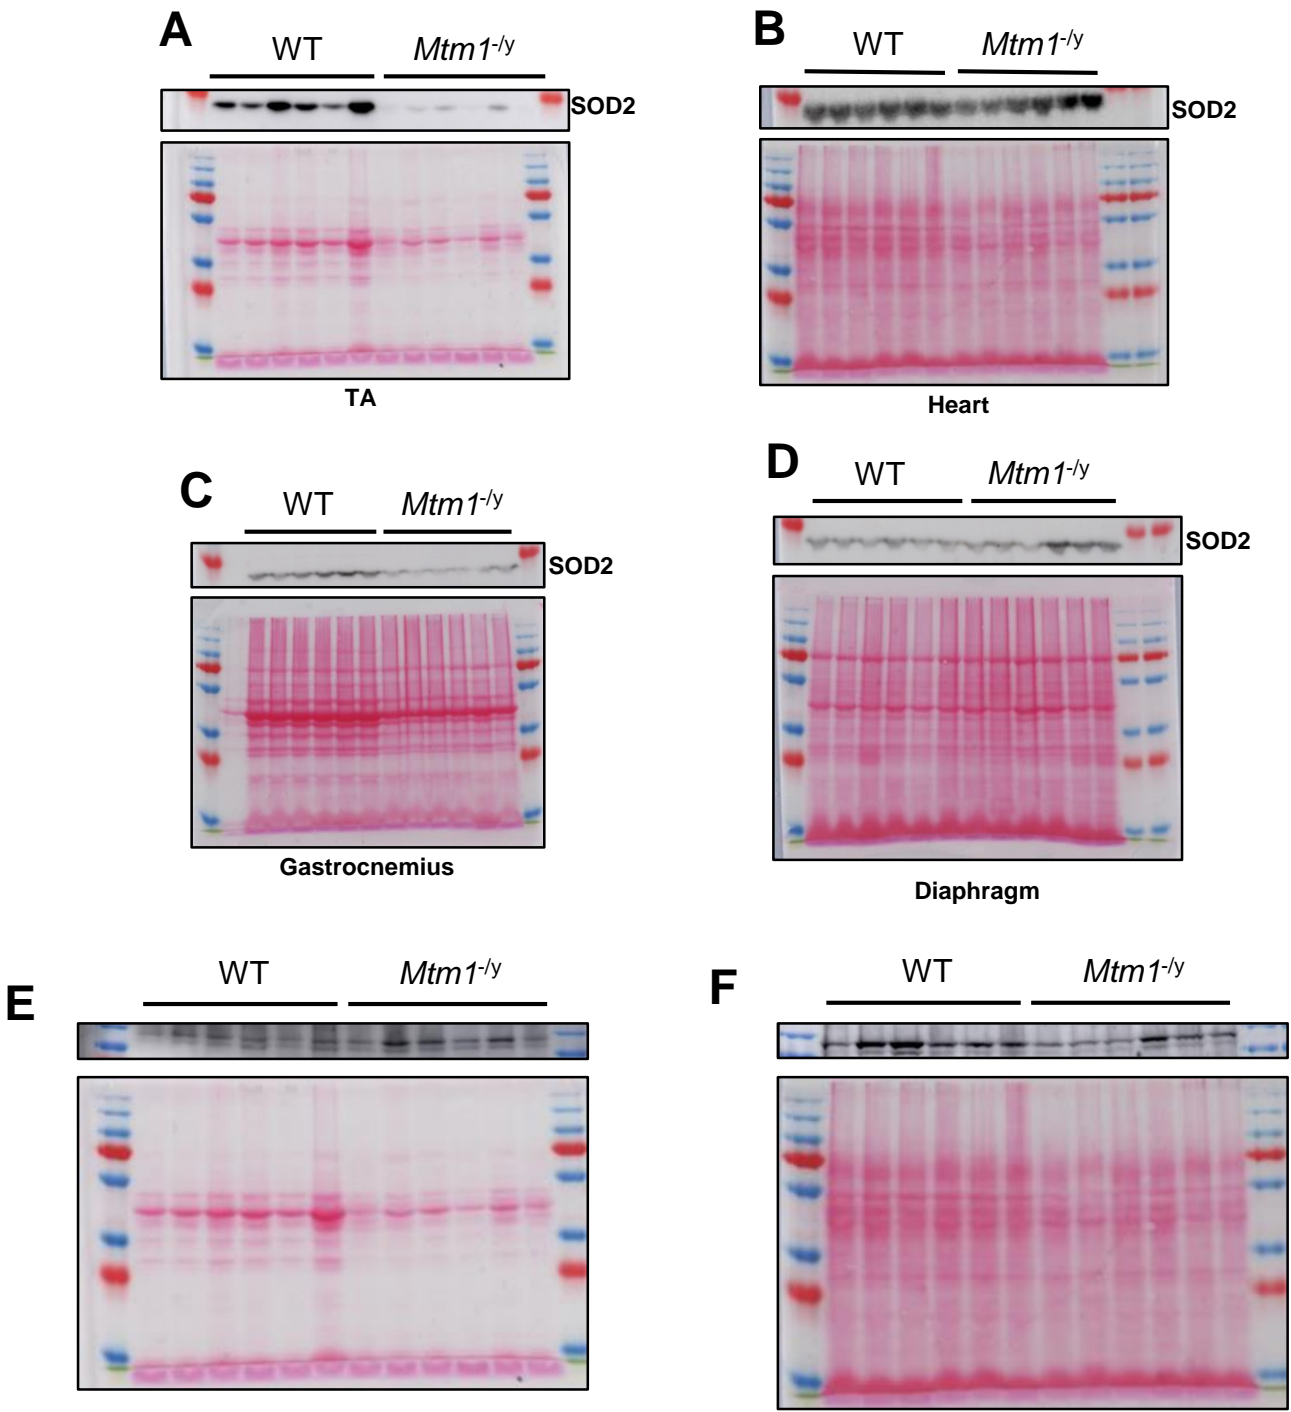

**Figure S10. SOD2 and DNMT2 Western Blots.** Immunostained SOD2 bands (top), Ponceau-stained full blot (bottom) of **(A)** tibialis anterior, **(B)** heart, **(C)** gastrocnemius, and **(D)** diaphragm WT and *Mtm1*<sup>-/-</sup> samples. Immunostained DNMT2 bands (top) and Ponceau-stained full blot (bottom) of **(E)** tibialis anterior and **(F)** heart WT and *Mtm1*<sup>-/-</sup> samples. Student's t-test: ns:  $P > 0.05$ , \*:  $P < 0.05$ , \*\*:  $P < 0.01$ , \*\*\*:  $P < 0.001$ , \*\*\*\*:  $P < 0.0001$

How the deposited data were processed for this re-analysis (not part of the article)

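RNA from the gastrocnemius, diaphragm, heart and liver of *Mtm1* -/y mice and WT littermates was re-analysed in 30 libraries, and the conditions were taken from the labels of the deposited columns. The libraries number 4 WT and 4 *Mtm1* -/y in the gastrocnemius and in the heart, 4 and 3 in the diaphragm, and 3 and 4 in the liver. The deposited values are raw read counts for 36103 genes, and the authors made these counts before deposit. They prepared libraries from 350 ng of RNA with the TruSeq Stranded mRNA kit, sequenced single reads of 50 bases on a HiSeq 4000, trimmed them with cutadapt 1.10 at a Phred score of 20 keeping reads of at least 40 bases, aligned them to mm10 with STAR 2.5.3a and counted them per gene with htseq-count 0.6.1p1 on Ensembl release 96. The paper's own tests used DESeq2 1.34.0 and fgsea 1.20.0. The deposited file has no column besides the libraries, and 20 symbols are given to 2 genes or more, which were kept apart by their Ensembl identifier. Coordinates come from the GENCODE M21 annotation.

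Everything else was computed here in R 4.3.3. Within each tissue, genes were filtered with filterByExpr at a count minimum of 10, libraries were scaled by TMM, and *Mtm1* -/y was compared with WT by edgeR 4.0.16 (quasi-likelihood F test, Benjamini-Hochberg adjustment over the genes tested). A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. The edgeR counts of list members that rose or fell used the adjusted p alone. Log2 fold changes are edgeR's, and log2 CPM used a prior count of 2. DESeq2 1.42.0 was run on each tissue with its default settings. The difference between the genotype effects of 2 tissues was tested as a contrast in 1 edgeR fit of both tissues. Median totals per library were 36601891.5 in WT and 32455593.5 in *Mtm1* -/y gastrocnemius, 32400115.5 and 38411980 in the diaphragm, 30135400.5 and 26446996 in the heart, and 29996396 and 30371919.5 in the liver. The common biological coefficient of variation was 0.171 in the gastrocnemius, 0.394 in the diaphragm, 0.208 in the heart and 0.229 in the liver.

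Gene groups came from 55 written lists of pathways and cell type markers, tested where at least 3 members were measured. The test was camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over the lists, and the same test with the correlation estimated from the residuals gave the second p. fgsea 1.28.0 on genes ranked by signal-to-noise ratio was an alternative. Reactome pathways of 10 to 500 genes were tested in the same way as the lists, with 6128 of their 7111 Entrez genes matched to a gene of the file. Marker scores are means of log2 CPM over a list with a pseudocount of 1. Principal components and Ward clustering used variance-stabilized counts, and scores were compared by exact permutation of the library labels.

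Genes are named by a rule. It takes the genes that the paper names, up to 8 of the largest rises and falls per tissue among called genes with a mean of at least 5 CPM and no overlap between the genotypes, and per list up to 4 members with the smallest p among those that passed, or the 2 most abundant where none passed. The values in the paper's own tables had been seen when the rule was written. Genes named outside the rule are marked where they appear.

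The alternatives tried were DESeq2's size factors in edgeR, no filter on low counts, DESeq2 on the tissue alone or on all 30 libraries, edgeR on all 30 libraries, limma voom with sample weights, the adjusted p alone as the threshold, the replicate number as a block, leaving out each library in turn, marker scores as covariates, leaving out liver-enriched genes, and, for components and clusters, other gene sets and another transformation. Other splits of the libraries into groups of the same sizes were also fitted. The fits were tested on simulated counts with known changes. The tibialis anterior entered only as the paper's published gene lists, since the deposited file holds no library of it. Protein, RT-qPCR, histology and canine data were left out, and the deposited file holds none of them.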

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

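Chosen after the result was seen were the 2 tests on hepatocyte transcripts in the diaphragm and the test on glucocorticoid-responsive genes. The tests on fat and heart tissue, on the time of day and on other splits of the libraries had been written before. The share of DESeq2's heart calls kept with the white adipocyte score rests on a covariate fit added after the data were seen.

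The heart and the gastrocnemius differed in the genotype effect of 1286 genes. Between heart and diaphragm the genotype effect on embryonic and neonatal contractile genes differed by a median of −2.73 and that on cardiac stress genes by −1.38, and both passed camera with an estimated correlation (adjusted p = 0.022 each). By edgeR, the 1 tool run on this difference, 0 genes of either list passed over all genes, 8 and 12 were lower in the heart adjusted over the list alone, and 9 and 14 were lower at an unadjusted p under 0.05. Between heart and gastrocnemius the effect on white adipocyte markers differed by a median of −3.15, with 2 genes higher and 14 lower in the heart at an adjusted p under 0.05 from edgeR.

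The groups of 4 libraries were checked in 6 measures each, 36 checks in all, for 1 library that lies far from the others, and 5 checks found one, where chance gives 1.8. WT diaphragm 2 had a total count of 44289343, and the other WT diaphragms had 31785445 to 32567609. *Mtm1* -/y liver 1 had a hepatocyte score of 11.31, where the other *Mtm1* -/y livers had 11.47 to 11.49.

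Pattern 1 is RNA of another organ, hepatocyte transcripts in the diaphragm, which the paper does not report on, and cardiomyocyte transcripts in the liver. *Alb* was at 26742, 16855, 284 and 19826 plain CPM in the WT diaphragms. It was at 1816, 31876 and 583 plain CPM in *Mtm1* -/y diaphragms 1, 2 and 4, against 2.64 to 56.8 plain CPM in the gastrocnemius. WT diaphragm 3 had a hepatocyte score of 3.63, far below the 8.94 to 9.50 of the other 3. A difference between the genotypes is argued against as the cause, since both genotypes hold libraries of high and of low score and the scores overlap (exact permutation p = 0.657, two-sided, 4 WT against 3 *Mtm1* -/y). Liver tissue carried over in the dissection may be the source, since across 425 liver-enriched genes, which are not independent replicates, the 4 libraries of highest score followed WT liver with a correlation of 0.975 or more, at a median of 18.1% to 32.4% of its level. In *Mtm1* -/y livers 2, 3 and 4, which had the highest *Myl2*, heart tissue carried over could not be told apart from a change in the liver, because across 72 heart-enriched genes the excess correlated with the level in heart at 0.380, 0.515 and 0.636, between what either would give, and 66, 50 and 29 of the 72 genes lay above the other livers (median excess 0.0750%, 0.00804% and −0.00619% of the level in heart), which for liver 4 speaks against carry-over of all heart transcripts while its correlation is the highest.

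Pattern 2 is the make-up of the heart samples. *Plin1* reached 23.0 plain CPM in a WT heart and lay at 0.753 to 2.04 plain CPM in the *Mtm1* -/y hearts. *Mtm1* -/y heart 3 had a white adipocyte score of 2.79 (the others 3.07 to 3.13). *Mtm1* -/y heart 2 had an atrial score of 7.02 (the others 3.21 to 3.52). A smaller share of fat tissue in the *Mtm1* -/y heart samples may underlie the fat markers, of which 85.7% were lower, although whether the dissection or the genotype sets that share was not tested. Whether this share accounts for all of DESeq2's calls in the heart cannot be told apart from an effect of the genotype, since the score separates the genotypes without overlap. With the score as a covariate 9.09% of the calls outside the markers (5 of 55, *Mtm1* among them) passed, and the median absolute log2 fold change outside the markers went from 2.51 to 0.946.

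Pattern 3 is the lower *Arrdc2* in all 4 tissues. Lower glucocorticoid signalling in the *Mtm1* -/y mice may contribute, with medians over 13 other responsive genes of −0.22 in the gastrocnemius, −0.07 in the diaphragm, −0.49 in the heart and −0.46 in the liver, under −0.2 in 3 of the tissues. It stays open because 8, 9, 12 and 10 of the 13 genes were lower and *Mt2* of the same group rose in the gastrocnemius (log2 fold change 2.61, adjusted p = 0.00085). A difference in the time of day of sampling stays open as well, because the largest mean change of 3 clock genes over the tissues, −0.37 for *Nr1d1* (SE over the 4 tissues 0.240), and those of *Dbp* (0.20, SE 0.830) and *Arntl* (0.23, SE 0.183) are too uncertain to exclude it. These 3 SEs come from the spread between tissues and leave out that between mice. *Dbp* was at 0.789 plain CPM in *Mtm1* -/y liver 3 and at 103 plain CPM in *Mtm1* -/y liver 2. The 2 explanations cannot be told apart with these libraries.

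Other splits of the libraries into groups of the same sizes were fitted in the same way. For the gastrocnemius chance can be excluded, with 1024 genes by edgeR and at most 0 in another of 35 splits (1 split as large, the real one), and 1217 by DESeq2 and at most 16 in another of 24 (1 as large). The 1286 genes whose change differs between heart and gastrocnemius exceeded the count of every other split fitted (at most 5 in another of 40, 1 as large). So did the 168 genes that DESeq2 called in gastrocnemius and diaphragm (at most 18 in another of 100, 1 as large). These splits relabelled both tissues at once, and other splits of the gastrocnemius alone gave few or no genes. They therefore cannot tell whether the heart or the diaphragm added to either count beyond chance. By edgeR the gastrocnemius and the diaphragm share 1 gene, the deleted *Mtm1*, which follows the genotype by design. The splits of that overlap (at most 0 in another of 100, 1 as large) therefore say nothing about other genes. Chance cannot be excluded for the counts of the diaphragm or for those of DESeq2 in the heart and the liver. In the diaphragm edgeR called 2 genes, *Mtm1* among them, and up to 1591 in another of 35 splits (2 as large), and DESeq2 called 301 and up to 2004 in another of 24 (3 as large). The split with 2004 sets WT 3, *Mtm1* -/y 1 and *Mtm1* -/y 4, the libraries of low hepatocyte score, against the rest, a structure of the samples. In the heart edgeR called *Mtm1* alone, so that its splits (up to 78 genes in another of 35, 2 as large) say nothing about other genes. DESeq2 called 68 there and up to 578 in another of 24 (2 as large), where the split with 578 sets WT 1, WT 3, WT 4 and *Mtm1* -/y 2, the libraries of high atrial score, against the rest. In the liver edgeR called 0 genes, a count that every split reaches (35 as large of 35, up to 21 in another), so that the splits say nothing about it, and 606 genes had an unadjusted p under 0.05. DESeq2 called 12 liver genes and up to 97 in another of 24 (7 as large).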

How the results depend on the processing

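Chosen after the result was seen were the covariate fits of DESeq2 in the heart and in the diaphragm, the fits with the atrial and white adipocyte scores together, and the refits of DESeq2 without single libraries. The gastrocnemius count of 1024 stayed within 910 and 1287 under DESeq2's size factors, no filter, DESeq2, the replicate block, voom weights and the hepatocyte score. Leaving out liver-enriched genes, the joint fits and leaving out 1 library kept it in this range as well. It was 253 with the white adipocyte score as a covariate, which separates the genotypes there without overlap. It was 4479 at the adjusted p alone, which drops the fold threshold. With DESeq2 on the tissue the count was 301 in the diaphragm (edgeR 2), 68 in the heart (1), 12 in the liver (0), 168 for gastrocnemius and diaphragm (1), 132 for these with the tibialis anterior (1) and 2 for all 4 tissues (0). DESeq2 on all libraries gave 344, 63, 29, 178, 137 and 2 in this order, and edgeR on all libraries 201, 5, 11, 123, 98 and 1. Without the filter the liver had 6 and all 4 tissues shared 1. In the diaphragm, in its overlap with the gastrocnemius and in that with the tibialis anterior the counts were 9, 5 and 4 with voom weights, 31, 21 and 17 with the hepatocyte score, and 4, 2 and 2 without liver-enriched genes. With the replicate number as a block they were 0, 0 and 0. The labels do not say that equal numbers pair the samples, and 5 of 14 *Mtm1* -/y libraries with a WT library of the same number correlated best with that library. Under the block the cardiomyocyte markers of the liver had a median of −0.0052 in place of 2.33 and oxidative phosphorylation in the diaphragm one of −0.11 in place of −0.18, no longer past the threshold. In the heart DESeq2 called 16 genes with the white adipocyte score and 10 with the atrial score. Leaving out 1 library gave 0 to 140 genes in the diaphragm (140 without *Mtm1* -/y 2) and 160 to 962 by DESeq2 (962 without *Mtm1* -/y 2), 1 to 19 in the heart (19 without WT 1) and 29 to 261 by DESeq2 (261 without WT 2), and 0 to 8 in the liver (8 without *Mtm1* -/y 1) and 7 to 105 by DESeq2 (105 without *Mtm1* -/y 1). It gave 0 to 77 for gastrocnemius and diaphragm (97 to 317 by DESeq2), 0 to 64 with the tibialis anterior (77 to 223 by DESeq2) and 0 to 221 for the genes that differ between heart and diaphragm, each highest without *Mtm1* -/y diaphragm 2. Camera with an estimated correlation called 0 lists in the gastrocnemius (34 at the preset correlation), diaphragm (32), heart (24) and liver (13) and for heart against gastrocnemius (33), and 2 for heart against diaphragm (33), while fgsea called 19 in the gastrocnemius, 15 in the heart and 6 in the liver. Leaving out 1 library gave 8 (without *Mtm1* -/y 2) to 19 lists in the liver, and the atrial score gave 10 in the heart. The estimated correlation leaves medians as they are and ended the calls on oxidative phosphorylation (−0.27 in the gastrocnemius, −0.18 in the diaphragm, 0.12 in the heart, and 0.39 and 0.28 for heart against each) and on matrix glycoproteins and proteoglycans (0.55, 0.80, −0.54, −1.26 and −1.18). With the white adipocyte score, the atrial score and both scores as covariates the heart medians were −0.20, −0.10 and −0.15 for oxidative phosphorylation (0.12 without), −0.15, −0.0039 and −0.13 for the tricarboxylic acid cycle (0.19), and −0.18, −0.075 and −0.13 for the mitochondrial ribosome (0.11). For matrix glycoproteins and proteoglycans they were 0.20, −0.033 and 0.10 (−0.54). With the white adipocyte score and with both scores they were −0.22 and −0.21 for fatty acid oxidation (0.19), 0.25 and 0.19 for collagens (−0.40) and 0.17 and 0.090 for fibroblast markers (−0.56), and the white adipocyte score alone turned the atrial markers to 1.37 (−2.40). In the heart the white adipocyte score separates the genotypes without overlap. Fits that hold it therefore cannot tell the share of fat from the genotype. Oxidative phosphorylation in the heart spanned 0.0050 (without WT 4) to 0.19 without single libraries. With the 500 most variable genes the 8 hearts shared 1 cluster with the gastrocnemius and 3 diaphragm libraries, and the other 4 diaphragm libraries clustered apart (0 libraries outside the cluster of their organ with all genes). The causes of these moves were not tested. A tally of the medians of lists named in the text leaves out oxidative phosphorylation and matrix glycoproteins and proteoglycans in the heart. The moves of these lists are given above. In the tally, leaving out 1 library reversed 0, kept 380, made 8 pass and ended 16. The other alternatives reversed 14, kept 274, made 4 pass and ended 54. For the genes the counts were 0, 575, 4 and 40 and 0, 657, 56 and 53. A list tested with its own score as a covariate gives no value. On simulated counts edgeR recovered 99% of genes changed 3-fold in the gastrocnemius, 57% in the diaphragm, 98% in the heart and 100% in the liver. In the diaphragm DESeq2 recovered 89% and made 61 false calls, where edgeR made 7, and it made 17 in the heart (edgeR 5) and 25 in the liver (edgeR 9). These simulated counts hold true changes, so their false calls are not set against the real counts. Each gene was drawn independently of the others, without the atrial, adipocyte and hepatocyte RNA that varies between the real libraries. The recovered shares are therefore not the power in the real data, where *Mtm1* itself did not pass edgeR's test in the liver.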

Differences from the paper's values

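All counts below are at the thresholds of the paper, whose methods name DESeq2, and the values obtained here are edgeR's unless another tool is named. A count is said to come near the paper's where the larger of the 2 is at most 1.5 times the smaller. By this bound edgeR on all libraries in the diaphragm (201) stays outside and the liver without *Mtm1* -/y 1 (8) lies at its edge. None of the settings named was chosen after the values were seen.

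The diaphragm had 302 differentially expressed genes in the paper and 2 here. Of 17 alternatives set before the data were examined, DESeq2 on the tissue (301) and DESeq2 on all libraries (344) came near the paper's value, and the other 15 did not. DESeq2 on the tissue called 301 of the paper's 302 genes, and edgeR 2 of them. The heart had 68 in the paper and 1 here. Of 20 alternatives set before the data were examined, DESeq2 on the tissue (68) and on all libraries (63) came near the paper's value and the other 18 did not. DESeq2 called 68 of the paper's genes and edgeR 1. The liver had 12 in the paper and 0 here by edgeR, with 606 genes at an unadjusted p under 0.05. Of 15 alternatives set before the data were examined, DESeq2 on the tissue (12), edgeR on all libraries (11) and edgeR without *Mtm1* -/y liver 1 (8) came near the paper's value, and the other 12 did not. DESeq2 called 12 of the paper's liver genes.

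Gastrocnemius and diaphragm shared 168 genes in the paper and 1 here. Of 25 alternatives set before the data were examined, DESeq2 on the tissue (168), DESeq2 on all libraries (178) and edgeR on all libraries (123) came near the paper's value, and the other 22 did not. The paper counts 132 of the shared genes in the tibialis anterior lists, and here the count was 1. The same 3 settings of 25 set before the data were examined came near the paper's value (132, 137 and 98), and the other 22 did not. Genes shared by all 4 tissues numbered 2 in the paper and 0 here, where 2 passed at an unadjusted p under 0.05 and the fold threshold. Of 38 alternatives set before the data were examined, the 2 DESeq2 fits (2 each) came near the paper's value and the other 36 did not.

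The paper's text names *Zfp36* among the differentially expressed genes of the liver. Here its log2 fold change was −0.97 (DESeq2 adjusted p = 0.0011), under the fold threshold, while the paper's Dataset S1 lists *Gm44667* in its place, which was at 0.678 CPM in WT and 0.045 CPM in *Mtm1* -/y liver (DESeq2 log2 fold change −4.03, adjusted p = 0.014). The paper describes the apoptosis gene set as enriched upward and the fatty acid metabolism set as enriched downward in each skeletal muscle. In the lists used here, which are not the paper's gene sets, apoptosis in the diaphragm had a median log2 fold change of 0.00 (camera adjusted p = 0.35) and fatty acid oxidation in the gastrocnemius one of −0.14 (camera adjusted p = 0.18), while apoptosis passed upward in the gastrocnemius and fatty acid oxidation downward in the diaphragm.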

Other observations

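The lists used in this part were fixed with all others, and which of them to describe here was chosen after their values were seen.

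Beside the groups described with the paper's claims, lists of myogenic, muscle fibre and endothelial genes had members that passed in the gastrocnemius, and a shift in the mix of cells is not told apart from a change within the cells. *Mustn1*, a small nuclear protein of the musculoskeletal system, rose from 37.1 ± 6.14 to 301.4 ± 104 CPM (SD, n = 4 each; log2 fold change 3.02, SE 0.25, adjusted p = 9.5e-05). Of 35 myogenic regulators 14 rose and 3 fell, or 16 and 4 adjusted over the list alone (median 0.22, camera adjusted p = 8.2e-05, p = 0.025 with an estimated correlation). Of 15 markers of skeletal muscle fibres 12 fell and 3 rose, also adjusted over the list alone (median −0.73, camera adjusted p = 4.1e-07, p = 0.041 with an estimated correlation). Of 15 endothelial markers 6 fell and none rose, or 7 and none adjusted over the list alone (median −0.36, camera adjusted p = 0.0015, p = 0.21 with an estimated correlation), among them the growth factor receptor *Flt1* (86.7 to 50.2 CPM, log2 fold change −0.79, SE 0.06, adjusted p = 8.2e-05). The matrix proteoglycan lumican, *Lum*, a fibroblast marker, rose from 37.4 to 74.0 CPM (log2 fold change 0.98, SE 0.13, adjusted p = 0.00066).

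In the diaphragm 28 of 36 myogenic regulators were higher, with a median log2 fold change of 0.39 (camera adjusted p = 3.0e-05, p = 0.11 with an estimated correlation). By edgeR 0 of them passed over all genes, 13 were higher and 4 lower adjusted over the list alone, 14 were higher and 5 lower at an unadjusted p under 0.05, and 11 were higher and 2 lower at DESeq2's adjusted p under 0.05. *Sod2*, the superoxide dismutase of mitochondria, fell in the gastrocnemius from 244 ± 16.7 to 159.8 ± 18.8 CPM (SD, n = 4 each; log2 fold change −0.61, SE 0.09, adjusted p = 0.0012). Its log2 fold change was −0.33 in the diaphragm (SE 0.13, adjusted p = 0.43) and 0.27 in the heart (SE 0.16, adjusted p = 0.55).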
